# Comparison of Mouse and Human Retinal Pigment Epithelium Gene Expression Profiles: Potential Implications for Age-Related Macular Degeneration

**DOI:** 10.1371/journal.pone.0141597

**Published:** 2015-10-30

**Authors:** Anna Bennis, Theo G. M. F. Gorgels, Jacoline B. ten Brink, Peter J. van der Spek, Koen Bossers, Vivi M. Heine, Arthur A. Bergen

## Abstract

**Background:**

The human retinal pigment epithelium (RPE) plays an important role in the pathogenesis of age related macular degeneration (AMD). AMD is the leading cause of blindness worldwide. There is currently no effective treatment available. Preclinical studies in AMD mouse models are essential to develop new therapeutics. This requires further in-depth knowledge of the similarities and differences between mouse and human RPE.

**Methods:**

We performed a microarray study to identify and functionally annotate RPE specific gene expression in mouse and human RPE. We used a meticulous method to determine C57BL/6J mouse RPE signature genes, correcting for possible RNA contamination from its adjacent layers: the choroid and the photoreceptors. We compared the signature genes, gene expression profiles and functional annotations of the mouse and human RPE.

**Results:**

We defined sets of mouse (64), human (171) and mouse–human interspecies (22) RPE signature genes. Not unexpectedly, our gene expression analysis and comparative functional annotation suggested that, in general, the mouse and human RPE are very similar. For example, we found similarities for general features, like “organ development” and “disorders related to neurological tissue”. However, detailed analysis of the molecular pathways and networks associated with RPE functions, suggested also multiple species-specific differences, some of which may be relevant for the development of AMD. For example, CFHR1, most likely the main complement regulator in AMD pathogenesis was highly expressed in human RPE, but almost absent in mouse RPE. Furthermore, functions assigned to mouse and human RPE expression profiles indicate (patho-) biological differences related to AMD, such as oxidative stress, Bruch’s membrane, immune-regulation and outer blood retina barrier.

**Conclusion:**

These differences may be important for the development of new therapeutic strategies and translational studies in age-related macular degeneration.

## Introduction

Age related macular degeneration (AMD) is the leading cause of blindness worldwide. The disease affects 4% of the population over age 60. With the increase of the aging population, AMD is becoming an even more important public health issue. The etiology of AMD remains largely unknown. The first clinical manifestations of the disease include the appearance of sub-retinal drusen and pigmentary or degenerative changes of the RPE. Ultimately, the disease affects the RPE, Bruch’s membrane (BM), photoreceptors (PR) and choriocapillaries (CH). We focused this study on the RPE.

The RPE is a monolayer of pigmented neuro-epithelial cells, which forms part of the outer blood-retina barrier. It closely interacts with the PR to maintain visual function. The apical membrane of the RPE faces the photoreceptor outer segments and its basolateral membrane faces the BM. The BM separates the RPE from CH, which nourishes the RPE and outer layers of the retina [1]. In healthy eyes, BM functions as a structural support that is permeable to fluid and small molecules. Additionally it acts as a physical barrier, containing anti-angiogenic molecules, which protect the retina against neovascularization [2,3].

A healthy RPE is essential for visual function. It supplies the PR with nutrients, absorbs the excess light energy focused by the lens on the retina, recycles retinal from the PR, regulates the ion balance in the sub retinal space and maintains the function and survival of the PR by phagocytosis of the shed photoreceptor outer segments [1]. Failure of any of these functions can lead to degeneration of the retina, loss of visual function and, eventually, blindness in retinal diseases such as AMD or retinitis pigmentosa.

In AMD, RPE dysfunction or degeneration leads to a dystrophy of the PR and thereby vision loss [4]. The early stage of AMD is characterized by the presence of drusen and vision loss is relatively mild. Later stages of the disease involve two forms: the dry form (geographic atrophy) and the wet form (choroidal neovascularization). Both forms affect about half of the late stage AMD patients. AMD has a multifactorial etiology [5], and is caused by a variety of environmental and genetic risk factors [4]. There is evidence that positive life style changes (quit smoking; healthy food) and dietary supplements (Zn^2+^) may postpone the onset or progression of the disease [6]. Patient-unfriendly, repeated intra-ocular injections with anti-VEGF may temporarily halt the progression of the wet form of AMD. However, it does not prevent the atrophy of RPE and PR [7,8]. Once vision is lost, a possible (future) cure for AMD may be cell replacement therapy. Pre-clinical experiments indicate that transplantation of stem cell derived RPE cells can successfully be used to rescue PR and vision [9–11]. However, these preclinical studies are predominantly performed in mice. To translate results and start clinical studies in man further knowledge of the similarities and differences between mouse and human RPE is essential.

In this study we compared the gene expression profiles and functional annotation of mouse and human RPE on a single microarray platform to further improve translational studies.

## Results

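Gene expression was measured on dual-colour Agilent whole mouse genome microarrays in 3 samples each of the choroid (CH), the RPE and the photoreceptors (PR), 9 arrays in all. Every sample was laser dissected from a whole eye. The mice were 5 months old according to the paper and 6 months old according to the sample labels, each with a range of 2 weeks. The amplified RNA of the tissue carried the dye Cy5 and was hybridised against a common reference of mouse RPE and choroid RNA that carried Cy3, with the dyes the same way round on all 9 arrays. The authors extracted the arrays with Agilent Feature Extraction software and deposited its output, which holds the mean signal and the median local background of each spot in both channels as scanned. Over the 43020 spots that are not controls, the median Cy5 signal was between 1111 and 1140 on the CH arrays, between 991 and 1534 on the RPE arrays and between 617 and 963 on the PR arrays. The share of probes well above background in Cy5 was between 64.8% and 69.6% in the CH, between 62.1% and 91.7% in the RPE and between 66.1% and 71.2% in the PR. RPE replicate 2 had the highest share. The number of arrays, 3 per tissue, limits the precision of every value. Starting from these signals, the background was corrected with normexp (offset 50) and log2(Cy5/Cy3) was normalized within each array by loess. Control spots and spots with an outlier mark were left out and repeated spots of a probe were averaged, which gave 39429 probes of 31709 genes. Of these genes, 6400 had more than 1 probe. A linear model with a mean for each tissue was fitted to the 9 arrays with limma, and the p-values of its moderated test were adjusted over all probes by the Benjamini-Hochberg (B-H) method. A gene was called when at least 1 of its probes passed a fold change (FC) of 2.5 and an adjusted p-value of 0.01. The values of a gene are those of 1 reported probe, whose position is given on the mouse assembly mm9. For the genes of Table 1 it is the probe with the accession printed there, the brightest over the arrays where several probes share it, and for other genes the brightest probe or the probe with the largest FC where a gene is named for that. A probe that was saturated, or not well above background, on every array of a tissue has only a bound there. Its FC is written as at least so many fold, from the mean log2 signals of the Cy5 channel after loess and Aquantile normalization, and is open to dye bias because no dyes were swapped. No bound is given where an array of the lower tissue was saturated.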

First, we determined the gene expression profiles of the mouse RPE, CH and PR (raw data available in the Gene Expression Omnibus database with the accession number GSE66916). We confirmed our microarray methodology by checking the expression of (well established) RPE genes using semi-quantitative RT-PCR (sqRT-PCR) (Fig 1 and S1 Fig). Subsequently, we determined mouse and human RPE signature genes, we defined the functionalities of the gene expression profiles of mouse and man, and we analyzed the most extreme differences in RPE gene expression between the two species. Also these results were partly confirmed using sqRT-PCR (S2 Fig).

**Fig 1:**
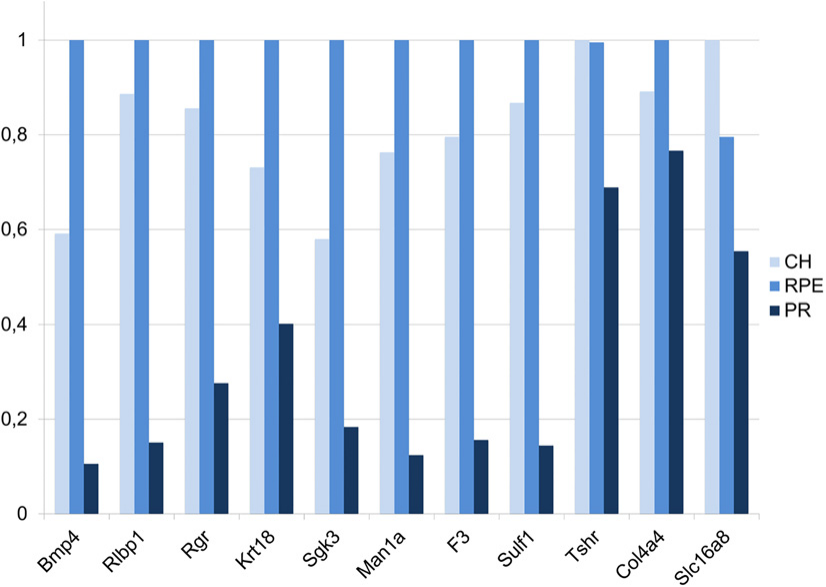
Confirmation of microarray results by sqRT-PCR. Beta-actin (*Bact*), a housekeeping gene, was used to normalize gene expression in mouse CH, RPE and PR. The light blue bars indicate expression levels in CH, the blue bars expression levels in the RPE and the dark blue bars indicate expression levels in PR. Similar to the microarray data the expression level is highest in the RPE and lowest in the PR. The sqRT-PCR results confirm our findings; however *Tshr* and *Slc16a8* show expression lower in RPE compared to choroid. Overall, the sqRT-PCR confirmation rate in this, and in all our previous studies (combined), using exactly the same methodology and platform to investigate neuroepithelia from human donor eyes and brains was 87% [12–14].

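On the arrays, 10 of the 11 genes had their highest mean log2(Cy5/Cy3) in the RPE and their lowest in the PR at the reported probe. All 11 genes had this order at 1 or more of their probes, and 8 of them had more than 1 probe. Rlbp1 (NM_020599, probe on chromosome 7 from 86520067 to 86520126) had a mean of 2.24 ± 0.37 (SD, n = 3) in the RPE, 0.48 ± 0.56 (SD, n = 3) in the CH and -3.11 ± 0.42 (SD, n = 3) in the PR. Its log2 FC was 1.76 against the CH (adjusted p = 0.00316, limma) and 5.35 against the PR (adjusted p = 3.57e-07). Bmp4 (NM_007554, chromosome 14, 47003391 to 47003450) had a log2 FC of 1.46 against the CH (adjusted p = 0.00321) and 5.10 against the PR (adjusted p = 1.53e-07), and its other probe reached 0.99 against the CH. Man1a (NM_008548, chromosome 10, 53626143 to 53626202) was 1.51 higher on the log2 scale in the RPE than in the CH (adjusted p = 0.000192) and 3.16 higher than in the PR (adjusted p = 8.14e-08). For Slc16a8 (NM_020516, chromosome 15, 79081858 to 79082311) the differences were 1.42 (adjusted p = 0.00148) and 3.87 (adjusted p = 2.6e-07). These 4 genes were called over both tissues at the reported probe. F3 and Sulf1 were called at their other probe, at log2 FCs of 1.61 and 1.47 against the CH. Rgr reached 1.64 against the CH with an adjusted p of 0.0193 and was not called, and a brighter probe of Rgr, saturated on all 3 RPE arrays, was not called either. Krt18 and Tshr, both at 1.16 against the CH (adjusted p = 0.00758 and 0.00243), and Col4a4, at 1.13 with probes between -0.09 and 1.32, lay under an FC of 2.5. Sgk3 differed by -0.05 between the RPE and the CH at its reported probe (adjusted p = 0.806) and by 1.31 at its other probe. Without CH replicate 2, the difference at this probe of Sgk3 was 0.004. The call of Man1a against the CH held with any array left out. Bmp4 lost it without CH replicate 1 or 2 or RPE replicate 2 or 3, Rlbp1 without CH or RPE replicate 1 or 2, and Slc16a8 without CH or RPE replicate 2. Without CH replicate 3, the reported probes of Rgr, Krt18, F3, Sulf1 and Tshr passed as well.

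**Figure D1:**
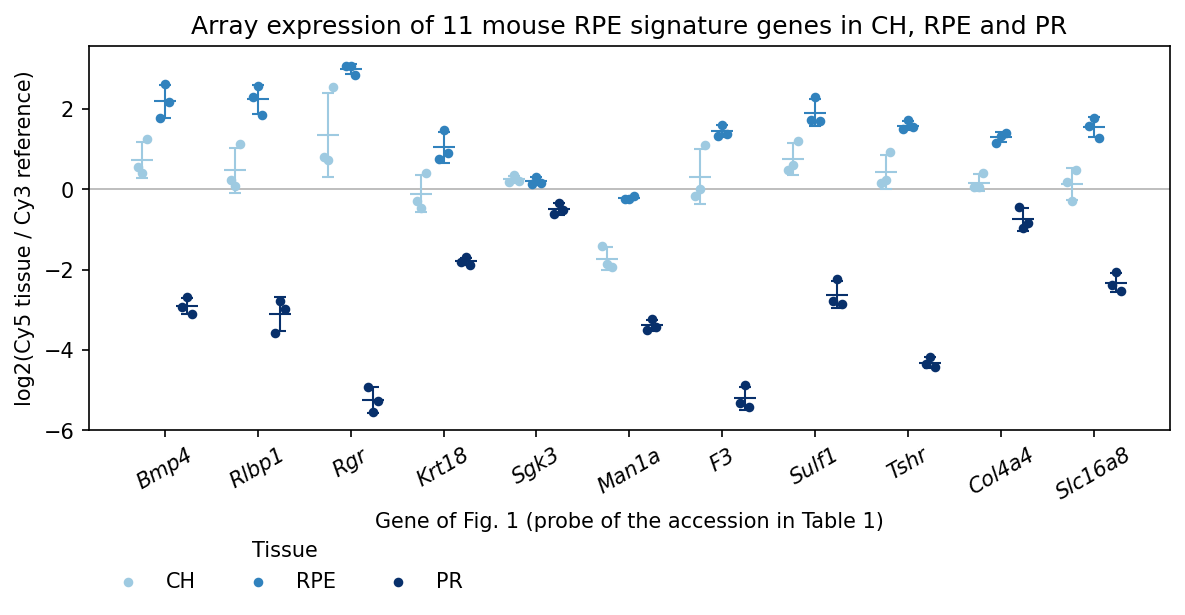
Log2 ratio of the Cy5 signal of the tissue to the Cy3 signal of the common reference (vertical axis) at the reported probe of the 11 genes (horizontal axis) in CH, RPE and PR. Points are the 3 arrays of each tissue and bars show the mean and SD, and the RPE lies highest and the PR lowest for 10 genes, and Sgk3 is the exception.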

### Mouse, human and inter-species RPE signature genes

In our lab, we previously designed a new strategy to select RPE signature genes (Fig 2). RPE specificity was determined by comparison of the gene expression levels between the RPE and its adjacent layers: the CH and PR [12]. In the current study, we applied this strategy to the mouse retina in order to select mouse RPE signature genes.

**Fig 2:**
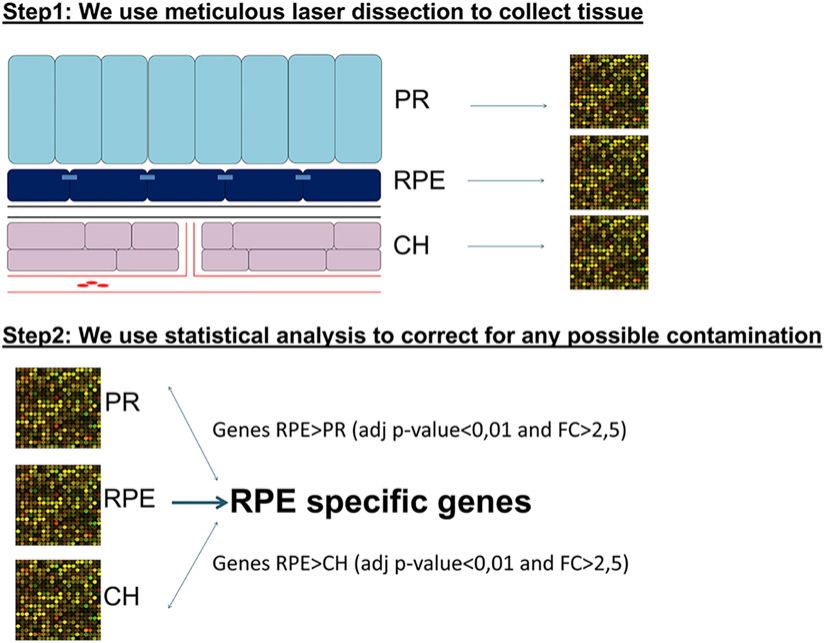
Strategy to select RPE signature genes. In the first step of this strategy we laser dissect the RPE (and its adjacent layers, the CH and PR) for specific tissue collection. In the second step we statistically correct for possible contamination by adjacent layers.

We selected the genes that have a significant higher expression level in the mouse RPE compared to their expression in the CH and the PR, with a fold change (FC) higher than 2.5 and a B-H adjusted p-value<0.01. This resulted in a list of 64 genes that are specifically expressed in the RPE relative to both its adjacent layers; the CH and PR. 

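Of the 39429 probes tested, 73 probes of 69 genes were higher in the RPE than in the CH and 4062 probes of 3589 genes were higher in the RPE than in the PR. Both criteria were passed by 70 probes of 66 genes. The 2 comparisons share the RPE arrays, and with 3 simulated tissues that did not differ, 0 of 39429 probes passed both and the 2 differences had a correlation of 0.501. The FC of the RPE over the CH of these probes lay between 2.51 and 3.97 with a median of 2.77. The median FC over the PR was 14.3. On all 3 RPE arrays, 8 of the probes, of the genes Clu, Cst3, Enpp2, Rdh5, Rpe65, Trf and Ttr, were saturated. Of these, 5 were saturated on every CH array as well and so give no FC between the RPE and the CH, although they passed the criteria. A signature probe not saturated on every RPE array was present in 59 of the 66 genes. With saturated probes at their bound, or left out where an array of the other tissue was saturated as well, the median FC over the CH was 2.75, and with probes at any limit treated alike the median over the PR was 12.1. Among the 64 genes of Table 1, 52 were called again. The processing step that moved the number of signature genes most was the normalization within arrays, as median centring in place of loess left 12 genes, all among the 66. The number also depended on single arrays, with 19 genes without CH replicate 2, 146 without CH replicate 3 and 38 without RPE replicate 2. The largest difference to the CH among these genes was that of Rdh10 (NM_133832, chromosome 1, 16122062 to 16122121), with a log2 FC of 1.99 (standard error 0.28, adjusted p = 0.00114, limma) against the CH and 6.15 (adjusted p = 8.35e-08) against the PR. Pon1 (NM_011134, chromosome 6, 5118166 to 5118225) had 1.77 (adjusted p = 0.00316) and 6.39 (adjusted p = 1.24e-07), and Arl6ip1 (NM_019419, chromosome 7, 125263332 to 125263391) had 1.68 (adjusted p = 0.000795) and 4.53 (adjusted p = 1.2e-07). Rdh10 and Arl6ip1 were called with any array left out, whereas Pon1 was not called without CH or RPE replicate 1 or 2. Trf was saturated on all RPE and all CH arrays, which gives no FC between them, and was at least 4.21-fold higher in the RPE than in the PR. LOC100045988 had a log2 FC of 0.70 (standard error 0.53, adjusted p = 0.409) against the CH and was not called. Against the PR, the largest difference was that of Sema3c (NM_013657, chromosome 5, 17235981 to 17236040), with a log2 FC of 8.94 (adjusted p = 1.06e-07). This probe had an adjusted p of 0.0117 against the CH, and the other probe of Sema3c passed both criteria. Kcnj13 was 206-fold higher in the RPE than in the PR. It lost its call against the CH without CH replicate 1 or 2, RPE replicate 1 or 2 or PR replicate 3. The probes of Pon1 and Kcnj13 were saturated on 1 of the 3 RPE arrays each, so their FCs are not exact. From an expression above both neighbouring layers at these cut-offs, the paper concludes that the genes on its list are specific for the RPE relative to the CH and the PR.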

We annotated this set the “Mouse RPE signature genes” dataset (see Table 1).

**Table 1:** Our “Mouse RPE signature genes” dataset: 64 mouse RPE genes with an average expression of at least 2.5 fold higher in the mouse RPE than in both the PR and the CH with an adjusted p-value smaller than 0.01.

CH<RPE>PR genes		RPE compared to CH		RPE compared to PR	
GeneName	SystematicName	adj.P.Val	FC RPE-CH	adj P value	FC RPE-PR
Rgr	ENSMUST00000022338	5,93E-03	4,9	5,90E-06	306,1
LOC100045988	XM_001475309	6,03E-03	4,6	3,81E-03	3,5
Pon1	NM_011134	1,01E-03	4,2	2,10E-07	95,8
Rdh10	NM_133832	1,46E-03	4,1	9,38E-08	75,1
Arl6ip1	NM_019419	4,41E-03	3,2	2,73E-06	24,6
Rlbp1	NM_020599	5,78E-03	3,2	4,29E-07	42,4
Tbx5	NM_011537	2,65E-03	3,2	3,61E-04	3,5
Bmp4	NM_007554	3,03E-03	3,2	2,31E-05	47,9
F3	NM_010171	1,42E-03	3,1	4,09E-07	102,2
5730469M10Rik	NM_027464	2,28E-03	3,1	1,03E-06	14,0
Rrh	NM_009102	2,40E-03	3,1	8,94E-08	47,2
Man1a	NM_008548	2,07E-04	3,0	6,11E-08	10,3
Sema3c	NM_013657	5,52E-04	2,9	9,66E-08	504,3
Vldlr	NM_013703	1,35E-03	2,9	1,79E-05	4,6
Atp1b1	NM_009721	2,54E-03	2,9	1,29E-07	34,1
Ctsd	NM_009983	6,72E-03	2,9	6,81E-05	5,7
Cspg5	NM_001166273	5,34E-03	2,9	1,94E-06	15,1
Cldn2	NM_016675	6,79E-04	2,9	6,75E-07	7,8
Sulf1	NM_172294	4,05E-04	2,9	2,38E-07	22,9
BC048943	NM_001127685	1,48E-03	2,9	8,23E-05	3,4
Slc39a12	NM_001012305	6,97E-04	2,9	8,03E-08	123,3
Loxl4	NM_001164311	4,47E-04	2,8	7,52E-07	13,2
NAP114398-1	NAP114398-1	5,88E-04	2,8	2,70E-07	9,4
Slc1a1	NM_009199	6,31E-03	2,8	1,30E-07	27,2
Slc6a13	NM_144512	3,86E-03	2,8	9,05E-08	49,1
Car12	NM_178396	5,92E-03	2,8	2,86E-07	34,5
Iqgap2	NM_027711	3,55E-04	2,8	5,11E-08	13,4
Hist2h2aa1	NM_013549	2,53E-04	2,8	2,57E-07	5,7
Tgfa	NM_031199	1,07E-03	2,8	2,66E-07	11,9
Spon1	NM_145584	3,68E-04	2,7	2,54E-07	7,4
Flot2	NM_008028	4,72E-03	2,7	1,50E-05	7,1
Tmem27	NM_020626	1,64E-03	2,7	3,15E-05	108,8
Trhde	NM_146241	1,06E-03	2,7	7,15E-08	19,8
Hist2h4	NM_033596	8,85E-03	2,7	5,29E-05	7,0
Itgb8	NM_177290	2,57E-03	2,7	4,33E-07	14,9
Cbfa2t3	NM_001109873	6,18E-03	2,7	2,75E-06	11,8
Tcfl5	NM_178254	1,92E-03	2,7	4,74E-07	12,2
Adora2b	NM_007413	3,61E-04	2,7	1,30E-07	37,0
Spock1	NM_009262	2,29E-03	2,7	1,28E-06	9,3
Gpam	ENSMUST00000086868	8,06E-03	2,7	1,09E-03	3,0
Acsl6	NM_001033599	2,80E-03	2,7	2,96E-04	2,8
Lrp2	NM_001081088	6,73E-03	2,7	3,74E-06	10,7
Slc6a20a	NM_139142	5,91E-04	2,6	3,38E-07	7,6
Nt5dc2	NM_027289	1,30E-03	2,6	9,65E-07	7,7
Krt18	NM_010664	2,04E-03	2,6	1,73E-06	7,2
Slc16a8	NM_020516	1,87E-03	2,6	2,46E-07	14,9
Gabrb3	NM_008071	3,18E-04	2,6	4,83E-06	3,3
Mogat1	NM_026713	2,79E-03	2,6	5,42E-07	12,9
Hkdc1	NM_145419	2,81E-03	2,6	7,31E-06	5,9
Tmem56	NM_178936	4,12E-03	2,6	1,71E-08	148,2
Col4a4	NM_007735	2,96E-03	2,6	3,44E-06	4,0
Pebp4	NM_028560	4,39E-04	2,6	4,15E-08	13,5
Trpm3	NM_001035246	1,61E-04	2,6	5,35E-09	23,2
Hist1h4i	NM_175656	1,08E-03	2,6	4,09E-06	4,7
A2m	NM_175628	1,55E-03	2,5	8,00E-05	3,0
Bphl	NM_026512	8,30E-04	2,5	2,48E-06	3,1
Slc7a10	NM_017394	1,64E-03	2,5	3,27E-08	33,6
Tshr	NM_011648	4,22E-04	2,5	1,22E-08	58,3
Car14	NM_011797	3,58E-03	2,5	2,60E-07	18,4
Adra2c	NM_007418	4,16E-03	2,5	4,30E-08	54,8
Fam13a	NM_153574	5,08E-04	2,5	2,20E-08	19,6
Sgk3	NM_133220	3,38E-03	2,5	3,87E-06	7,0
Pde4b	NM_019840	5,03E-04	2,5	8,98E-07	5,0
Slco1a4	NM_030687	3,07E-04	2,5	6,65E-09	32,7

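In the opposite direction, 612 probes of 577 genes were higher in the CH than in the RPE, and 2039 probes of 1799 genes were higher in the PR than in the RPE. The calls included 501 of the 583 CH genes and 1406 of the 1580 PR genes in S1 Table. The number of CH genes moved most with the FC threshold, to 1208 at an FC above 2. The number of PR genes moved most with the log ratio that Feature Extraction computes, to 3132. The largest FC of the CH was that of the transcript BC019489 (chromosome 12, 114525496 to 114525555), with a log2 difference of the RPE minus the CH of -3.97 (adjusted p = 0.00041, limma), and its probe was well above background on 2 of the 3 RPE arrays. Col1a1 (NM_007742, chromosome 11, 94813115 to 94813174) differed by -3.62 (adjusted p = 3.09e-06) and Col12a1 (NM_007730, chromosome 9, 79446895 to 79446954) by -3.54 (adjusted p = 9.23e-05). Itgbl1 differed by -3.30 at the probe with the largest FC (adjusted p = 1.69e-05) and by -0.28 at its other probe. The probe of XM_001001076 differed by -3.27 (adjusted p = 0.00102), was well above background on 1 of the 3 RPE arrays, and had a second probe at 0.11. These 5 differences passed both thresholds with any array left out. In the PR, the largest log2 difference of the RPE minus the PR was -4.95 for Rp1 (NM_011283, chromosome 1, 4334346 to 4334405, adjusted p = 6.69e-06). Cnga1 (NM_007723, chromosome 5, 72994946 to 72995005) had -4.68 (adjusted p = 4.28e-07) and Rnf207 (NM_001033489, chromosome 4, 151681222 to 151681281) -4.44 (adjusted p = 6.71e-08). The probes of Rp1 and Cnga1 were saturated on 1 of the 3 PR arrays each. Prph2 was saturated on all PR arrays and was at least 2.2-fold higher in the PR than in the RPE. Rp1, Cnga1, Rnf207 and Prph2 were called with any array left out.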

Using the same cut-off criteria; we determined a set of genes that is specific for the mouse CH compared to the RPE and a set of genes mouse PR specific when compared to the RPE (S1 Table).

We next defined a new “Human RPE signature genes” dataset. We carefully selected two previously published human RPE specific gene expression datasets for a comprehensive comparison between mouse and human RPE (Fig 3) [12,15]. The first study was conducted in our lab using a similar methodology for determining RPE specific gene expression resulting in identification of 114 RPE specifically expressed genes [12]. The second microarray study included multiple RPE types but the investigators did not correct for possible contamination of adjacent tissues [15]. For the latter dataset, we removed possible CH and PR RNA contamination (see Methods), and generated a list of 86 human RPE specifically expressed genes. We subsequently merged the two human RPE specific gene expression datasets, resulting in 171 human RPE signature genes (S2 Table).

**Fig 3:**
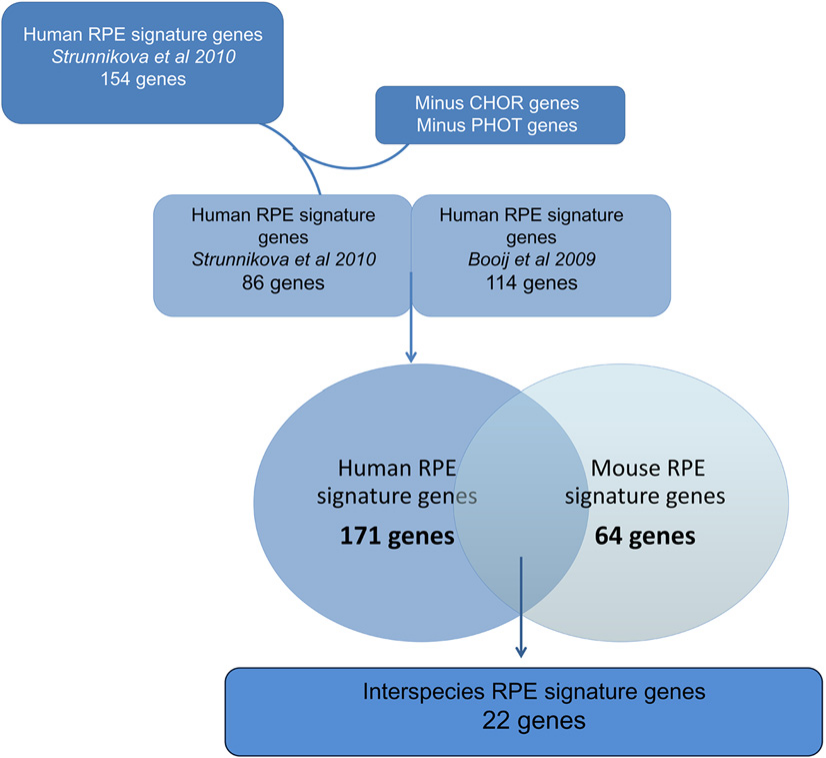
Strategy to determine “Interspecies RPE signature genes”. Schematic overview of our comparison strategy: our “Mouse RPE signature genes” dataset and “Human RPE signature genes” dataset, which contains (a modification of) two human RPE transcriptome datasets [12,15]. This resulted in a new dataset, “Interspecies RPE signature genes”.

Finally, in order to facilitate comparative retinal studies between mouse and human, we aimed to develop a list of interspecies RPE signature genes. 

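The 66 genes called over both tissues were compared with the 171 human RPE signature genes of S2 Table by Entrez Gene identifier, or by symbol where an identifier was lacking, and 169 of the human genes matched a gene on the array. Both lists shared 28 genes. Of the 22 genes of Table 2, 20 were among them, and KRT18 and RGR were not. The other 8 shared genes were CLIC6, ITGAV, LRAT, RDH5, RNF13, RPE65, SLCO1C1 and TTR, of which RDH5, RPE65 and TTR have saturated probes. Median centring moved this number most, to 3 genes. With single arrays left out, 7 genes were shared without CH replicate 2, 13 without RPE replicate 2, 16 without RPE replicate 1 and 36 without CH replicate 3. The human lists were taken as the paper gives them, and human arrays were not analysed here.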

We determined the overlap between the mouse (64) and the human (171) RPE signature gene lists, resulting in an interspecies RPE signature gene list of 22 genes (Table 2).

**Table 2:** The 22 signature genes that are specifically expressed in both RPE in mouse and in human.

Gene Symbol	Genbank ID Mus Musculus	Genbank Homo Sapiens
**ADORA2B**	**NM_007413**	**NM_000676**
G-protein coupled adenosine receptor. This integral membrane protein stimulates adenylate cyclase activity in the presence of adenosine.		
**BMP4**	**NM_007554**	**NM_001202**
A member of the bone morphogenic protein family which is part of the transforming growth factor-beta superfamily. The superfamily includes large families of growth and differentiation factors.		
**CA14**	**NM_011797**	**NM_012113**
Carbonic anhydrases are a large family of zinc metalloenzymes that catalyze the reversible hydratyion of carbon dioxide.		
**CSPG5**	**NM_001166273**	**NM_001206942.1 **
A proteoglycan that may function as a neural growth and differentiation factor.		
**CTSD**	**NM_009983**	**NM_001909.4**
An aspartic protease resident in endosomal and lysosomal compartments of all eukaryotic cells.		
**GPAM**	**ENSMUST00000086868**	** **
A mitochondrial enzyme which prefers saturated fatty acids as its substrate for the synthesis of glycerolipids.		
**ITGB8**	**NM_177290**	**NM_002214.2**
Cell surface adhesion receptor mediating cell-adhesion to extra cellular matrix or to other cells, through hetero dimerization and connecting to the cytoskeleton and various signaling molecules within cells.		
**KRT18**	**NM_010664**	**NM_000224**
Keratin 18 is a type I cytokeratin (this type constitutes the type I intermediate filaments of the intracytoplasmatic cytoskeleton, which is present in all mammalian epithelial cells), together with Krt8 is the most common found product of the intermediate filament gene family. They are expressed in single layer epithelial tissues of the body.		
**RDH10**	**NM_133832**	**[NM_172037**
A retinol dehydrogenase, which converts all-trans-retinol to all-trans-retinal, with preference for NADP as a cofactor.		
**RGR**	**ENSMUST00000022338**	**NM_002921**
A putative retinal G-protein coupled receptor and acts as a photoisomerase to catalyze the conversion of all-trans-retinal to 11-cis-retinal.		
**RLBP1**	**NM_020599**	**NM_000326**
Retinaldehyde binding protein 1. carries 11-cis-retinaldehyde or 11-cis-retinal as physiological ligands. It may be a functional component of the visual cycle.		
**SEMA3C**	**NM_013657**	**NM_006379.3**
Binds to plexin family members and plays an important role in the regulation of developmental processes.		
**SLC16A8 [MCT3]**	**NM_020516**	**NM_013356**
Belongs to a family of monocarboxylate transporters. It is expressed in the basolateral membrane of the RPE.		
**SLC39A12**	**NM_001012305**	**NM_152725**
Zinc transporter, which is a cofactor for hundreds of enzymes and therefore normal cell function.		
**SLC6A13**	**NM_144512**	**NM_016615**
Encodes a sodium- and chloride-dependent GABA transporter [GAT2]		
**SLC6A20**	**NM_139142**	**NM_020208**
Encodes an amino acid transmembrane transporter that mediates the transport of small hydrophilic substances across cell membranes.		
**SLC7A10**	**NM_017394**	**NM_019849**
Encodes an amino acid transmembrane transporter that mediates high-affinity transport of D-serine and several other neutral amino acids.		
**SPOCK1**	**NM_009262**	**NM_004598**
Encodes he protein core of a seminal plasma proteoglycan containing chondroitin- and heparin-sulfate chains.		
**SULF1**	**NM_172294**	**NM_015170**
Enzyme which can modulate the activity if heparan sulfate, thereby influencing the regulation of cell growth, proliferation, differentiation and migration.		
**TMEM27**	**NM_020626**	**NM_020665**
binds to amino acid transporters and regulates their expression on the plasma membrane		
**TMEM56**	**NM_178936**	**NM_152487**
function unknown		
**TRPM3**	**NM_001035246**	**NM_206948**
Belongs to the family of transient receptor potential channels. TRP channels are cation-selective channels important for cellular calcium signaling and homeostasis.		

Derived from a comparison between our “Mouse RPE signature genes” dataset (this study) and two (modified) studies on the human RPE transcriptome [12,15]. We show the gene symbol, genbank ID for both species and the GO annotation of each gene.

### Gene expression profiles and functions of the mouse and human RPE

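Expression within the mouse RPE was ranked over the 39429 probes by the log2 Cy5 signal, normalized within arrays by loess and between arrays by Aquantile and averaged over the 3 RPE arrays. A percentile of this kind ranks the signals of different probes, and a gene was placed in a class when at least 1 of its probes was. The highest decile (above percentile 90) held 3943 probes of 3472 genes. Of these probes, 86.5% were in the highest decile of all 3 RPE arrays. The alternative that moved the number of genes most was a ranking of only the probes well above background on all RPE arrays, which placed 2105 genes in the highest decile. Probes of the same gene could lie far apart, as 16 genes had a probe in the highest and another in the lowest decile.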

Using our previously published methodology [12–14], we analyzed the highest expressed genes (highest 10^th^ percentile: >90^th^P) of our mouse gene expression dataset (designated “Mouse high RPE gene expression”) to determine the most important functionalities of the mouse RPE. Subsequently, we compared the gene expression pathways and functional annotations of the mouse and human RPE. The latter dataset was available from our previous studies (“Human high RPE specific gene expression dataset” [12]. We used the Ingenuity Knowledge Database to determine biological functions, canonical pathways and molecular networks specific for mouse and human RPE *in vivo*.

Functional annotation yielded statistically significant **biological functions** that were the same for mouse and human (Table 3). We also found that many important **canonical pathways** for mouse and human RPE were similar. A summary of these findings is presented in Fig 4.

**Fig 4:**
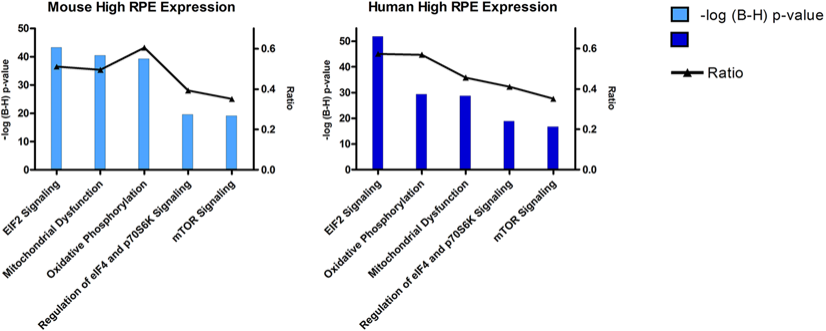
Most significant canonical pathways identified by Ingenuity for the “Mouse High RPE gene expression” and “Human High RPE expression gene expression” datasets. The left y-axis displays the–log of Benjamini-Hochberg corrected p-value. The right y-axis displays the ratio of the number of genes derived from our dataset, divided by the total number of genes in the pathway. The blue line indicates the threshold of the BH corrected p-value of 0.1.

**Table 3:** Overview of the major biological functions found in a functional annotation by Ingenuity of the “Mouse High RPE gene expression” and “Human High RPE gene expression” datasets.

Mouse High RPE expression		Human High RPE expression	
Disease and Disorders	p-value	Disease and Disorders	p-value
Neurological Disease	7,31E-51-9,20E-05	Neurological Disease	7,54E-57-2,18E-05
Psychological Disorders	8,09E-44-9,20E-05	Psychological Disorders	2,04E-49-2,26E-07
Skeletal and Muscular Disorders	2,84E-41-2,62E-05	Skeletal and Muscular Disorders	5,84E-47-2,18E-05
Infectious Disease	5,89E-36-9,33E-05	Hereditary Disorder	1,77E-39-2,18E-05
Hereditary Disorder	6,10E-34-4,77E-05	Infectious Disease	2,29E-32-1,08E-05
**Molecular and Cellular Functions**	** **	**Molecular and Cellular Functions**	
Cellular Growth and Proliferation	7,20E-39-8,57E-05	Cell Death and Survival	3,55E-42-2,06E-05
Cell Death and Survival	3,43E-38-5,57E-05	Cellular Growth and Proliferation	6,25E-37-1,64E-05
Cell Morphology	5,70E-25-9,33E-05	Protein Synthesis	1,77E-22-2,14E-05
Protein Synthesis	5,77E-22-9,28E-06	Cell Morphology	9,15E-21-1,66E-05
Cellular Development	3,25E-17-8,57E-05	Gene Expression	2,01E-20-2,15E-05
**Physiological System Development & Function**	** **	**Physiological System Development & Function**	** **
Organismal Survival	7,97E-23-7,93E-06	Organismal Survival	3,18E-23-3,18E-23
Embryonic Development	9,01E-18-8,15E-05	Organismal Development	2,63E-16-2,01E-05
Organ Development	9,01E-18-8,15E-05	Nervous System Development and Function	3,17E-16-1,66E-05
Organ Morphology	9,01E-18-9,33E-05	Embryonic Development	2,01E-14-1,65E-05
Organismal Development	9,01E-18-8,15E-05	Organ Development	3,73E-13-1,45E-05

The p-value for these categories are indicated as a range because each category contains sub-functions that have their own p-value.

In addition, we studied the **molecular networks** that were assigned to both the “Mouse” and “Human” “high RPE gene expression” datasets. Functions annotated to these datasets on a network level were more or less comparable (~75% overlap). The annotated functions included developmental disorders, hereditary disorders, small molecule/drug metabolism and cellular movement and maintenance. 

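The molecules that S3 Table lists for the 10 most important mouse networks were looked up in the percentiles of the mouse RPE. Of the 35 molecules of each network, between 27 and 35 matched a gene on the array by name, and the rest were not used here. Between 87.9% (network 2, 29 of 33 matched genes) and 100% (networks 8 and 9, 31 of 31 and 33 of 33) were in the highest decile. Network 1 had 25 of 27 matched genes there. The networks were built from the highly expressed genes, so these shares describe the overlap of both rankings and are no independent test.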

For an overview of the 10 most important networks for the “Mouse high RPE gene expression” dataset and the “Human high RPE gene expression” dataset, and to see which networks overlap, see S3 Table and S4 Table. For illustrative purpose we included an example of such a network (S3 Fig). For additional support of our findings in Ingenuity we also included a functional enrichment pathway analysis (KEGG analysis) in Webgestalt [16]. This gives approximately the same results (S5 Table).

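For 4 of the gene families that the KEGG analysis lists for the mouse RPE, the share of genes in the highest decile was counted on the array, with families defined by gene symbol. Of the 89 genes of cytoplasmic ribosomal proteins, 80 (89.9%) were in the highest decile, against 10.7% of the 31620 other genes (Fisher's exact test, two-sided, p = 1.45e-66, B-H adjusted over the 4 families p = 5.8e-66). Oxidative phosphorylation had 76 of 98 genes (77.6%, exact p = 1.79e-53, adjusted p = 3.58e-53) and the proteasome 24 of 45 (53.3%, exact p = 3.07e-12, adjusted p = 4.09e-12). Vacuolar ATPase subunits and cathepsins, which stand for the lysosome, had 21 of 47 genes in the highest decile (44.7%, exact p = 4.64e-09, adjusted p = 4.64e-09). Genes are not independent replicates, so the p-values describe the ranking on these 3 RPE arrays. The KEGG analysis had found these families among the highly expressed genes of the same arrays, so the shares and p-values are no independent test.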

### Genes highly expressed in mouse RPE but hardly in human RPE

To investigate the largest gene expression and functional differences between the mouse and human RPE we subsequently compared the most extreme gene expression datasets of the two species, namely the very high (highest 10^th^ percentile, >90^th^P; high expression) and very low (lowest 10^th^ percentile <10^th^P; leaky expression) RPE expression datasets (GSE 66916).

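The mouse side of the comparison with the human RPE was looked up for the genes of S6 Table. Of the 101 genes, 95 had at least 1 probe in the highest decile of the mouse RPE, and the median over the genes of the highest percentile was 93.5. For 59 genes every probe was in the highest decile, and 54 genes had only 1 probe. A probe below percentile 50 was present in 14 genes. The other 6 genes included HNF4A, LDLRAD3, TPH1, UBFD1 and ZNF148, and the lowest of them reached percentile 30.2. With only the probes well above background on all RPE arrays ranked, 47 of the 101 genes were in the highest decile. Percentiles in the human RPE were not analysed here.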

Unexpectedly, the “Mouse high RPE gene expression” dataset (>90^th^ P, 2663 genes) and the “Human very low RPE gene expression”dataset (0-10^th^ P, 1770 genes) had 101 genes in common (S6 Table). Functional annotation of these genes yielded 31 **canonical pathways** in Ingenuity, whose activity or metabolic route may be differentially affected in mouse and human RPE. An overview is presented in Table 4.

**Table 4:** Overview of significant canonical pathways assigned by the Ingenuity knowledge database to the 101 genes that are the result of comparing the “Mouse high RPE gene expression” and the “Human very low RPE gene expression” datasets.

**Endocrine Signaling & Metabolic Function**
Ephrin Receptor Signaling
PEDF Signaling
Protein Kinase A Signaling
Gαq Signaling
FGF Signaling
Phospholipase C Signaling
NGF Signaling
GNRH Signaling
PXR/RXR Activation
Ephrin B Signaling
**Immunological Function**
iCOS-iCOSL Signaling in T Helper Cells
Role of NFAT in Regulation of the Immune Response
Dendritic Cell Maturation
B Cell Receptor Signaling
IL-8 Signaling
Thrombin Signaling
PKCθ Signaling in T Lymphocytes
CD28 Signaling in T Helper Cells
Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis
GM-CSF Signaling
PI3K Signaling in B Lymphocytes
**Basic pathways of cellular (dys)function**
Prostate Cancer Signaling
Regulation of the Epithelial-Mesenchymal Transition Pathway
Wnt/Ca+ pathway
P2Y Purigenic Receptor Signaling Pathway
Estrogen-Dependent Breast Cancer Signaling
Colorectal Cancer Metastasis Signaling
**Epithelial junctions**
Tight Junction Signaling
Epithelial Adherens Junction Signaling
**Vesicle mediated transport**
Clathrin-mediated Endocytosis Signaling
**Oxidative stress**
Hypoxia Signaling in the Cardiovascular System

The core analysis of the 101 differentially expressed genes resulted in 7 **molecular networks**. The associated representative functions include developmental disorders, connective tissue disorders, ophthalmic disease, neurological disease, drug metabolism and cancer. These networks are presented in S7 Table. For illustrative purpose we included an example of one of these networks, see S4 Fig. For additional support of our findings in Ingenuity we also included a functional enrichment pathway analysis (KEGG analysis) in Webgestalt. This gives approximately the same results (S8 Table).

### Genes highly expressed in human RPE but hardly in mouse RPE

In order to identify additional differences between mouse and human RPE, we also compared the “Human high RPE gene expression” dataset (>90^th^ P, 2399 genes) and the “Mouse very low RPE gene expression”dataset (10^th^ P, 3374 genes). This analysis yielded 54 genes (S9 Table). 

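In the mouse RPE, the lowest decile held 3942 probes of 3818 genes. Of these probes, 0.0507% were well above background on 2 or more of the 3 RPE arrays 43.6% on 1 array (43.3% on RPE replicate 2 alone) and 56.3% on none, and 37.5% were in the lowest decile of all 3 arrays. At least 1 probe of 33 of the 54 genes of S9 Table was in the lowest decile, and for 17 genes every probe was. The median over the 54 genes of the lowest percentile was 8.7, and 36 genes had a probe below percentile 20. A probe above percentile 50 was present in 27 genes and a probe above percentile 90 in 6 genes. The highest value for the lowest probe of a gene was 97.7, for SKP1. The count moved most with a ranking of only the probes well above background on all RPE arrays, which left 3 genes, and it was 19 with each gene at its brightest probe.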

We also functionally annotated this set of genes using the Ingenuity knowledge database. The significant **canonical** pathways assigned to this dataset included PXR/RXR activation, nicotine degradation and bupropion degradation. Ingenuity analysis yielded four networks. The functional annotations of these networks include drug metabolism, nucleic acid metabolism, small molecule biochemistry, cardiovascular disease and humoral immune response. The molecular pathways are presented in S10 Table. We also included an illustrative example of such a network, see S5 Fig.

Among the major **biological functions** and disease that came out of this analysis were hereditary hearing loss and Usher syndrome. Major differences in **molecular cellular functions** identified by Ingenuity were drug metabolism, nucleic acid metabolism, small molecule biochemistry and lipid metabolism. For additional support of our findings in Ingenuity we included a functional enrichment pathway analysis (KEGG analysis) in Webgestalt. This gives approximately the same results (see S11 Table).

## Discussion

In this study, we aimed to find similarities and differences between mouse and human RPE using RPE specific gene expression profiles and functional annotation on the same experimental platform. Our current data may be important for translational studies in age related macular degeneration, for creating and use of a representative AMD mouse model. Thus, we discuss here those aspects of our analyses of human and mouse RPE that are relevant for AMD.

### Similarities and differences between mouse and human RPE transcriptomes in relation to AMD

Apart from the obvious similarities, there are a number of well-known differences between human and mouse RPE and adjacent tissues. These include the absence of a macula in the mouse, the difference in rod and cone number and distribution, and a thinner Bruch’s membrane in the mouse. Mouse models are available for wet and dry AMD, mimicking several of the pathological features seen in AMD, but no model recreates all of the AMD characteristics [17–20].

We were interested in the potential usefulness of our entire comparative human and mouse gene expression dataset for the investigation of AMD (mouse models). Interestingly we did find similarities and differences in relation to a number of previously published (patho-) biological aspects related to AMD, namely oxidative stress, zinc homeostasis, presence of proteins of the complement system that are found in drusen, proteins in Bruch´s membrane, involvement in neovascularization and tight junctions. These differences and similarities are important to develop and use representative mouse models for AMD, and they may be partly responsible for (the observed) discrepancies between mouse model and human patients.

#### Age related macular degeneration: Oxidative Stress

The RPE suffers from chronic oxidative stress due to the exposure to light, relatively low oxygen levels, and daily phagocytosis and digestion of photoreceptor outer segments [21]. The mainstream hypothesis in AMD is that prolonged oxidative stress harms the vitality of the RPE and oxidatively modified drusen-bound fatty acids and proteins. These are subsequently recognized by the body as non-self, and invoke a chronic, complement mediated, immune response [22,23].

Oxidative stress in the RPE is, among others, mediated by the manganese superoxidase dismutase protein family, consisting of SOD1, SOD2 and SOD3; Respectively, these SODs exert their antioxidant effect in the cytosol, mitochondria and extracellular matrix [24,25]. We found similar expression of SOD1 (very high) and SOD3 (moderate) in human and mouse RPE. In contrast, we found that the SOD2 gene was highly expressed in the mouse RPE but only at low levels in the human RPE (Table 5). 

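On the mouse arrays, Sod1 (NM_011434, probe on chromosome 16 from 90226509 to 90226568) was at percentile 99.5 ± 0.31 of the RPE (SD over arrays, n = 3). Sod2 (NM_013671, chromosome 17, 13208074 to 13208133) was at percentile 94.5 ± 0.55 (SD, n = 3) and Sod3 (NM_011435, chromosome 5, 52760685 to 52760744) at 84.3 ± 2.01 (SD, n = 3). Each gene had a single probe that was well above background on all 3 RPE arrays. Sod1 and Sod2 were in the highest decile on each array, and Sod3 was between percentile 82.6 and 86.4.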

Reactive Oxygen species (ROS)-associated mitochondrial DNA damage was previously correlated with the progression of AMD [26–28]. But association studies between genetic variants in the SOD2 gene and AMD pathogenesis yielded conflicting results [27,29].

**Table 5:** SOD1, SOD2, SOD3 gene expression in human and mouse RPE.

	Mouse		Human	
isoenzyme	Reporter	Percentile	Reporter	Percentile
SOD1	NM_011434	High	NM_000454	High
SOD2	NM_013671	High	NM_000636, BM994509, AL050388	Low
SOD3	NM_011435	Intermediate	NM_003102	Intermediate

Sod1 and Sod3 are highly and moderately expressed respectively, in both species. Sod2 gene expression has a low expression in human RPE. In contrast it has a high expression in mouse RPE.

For both SOD1 and SOD2 mouse models were developed. *Sod1-/-* mice and *Sod2-/-* mice both show a thickened Bruch’s membrane, photoreceptor atrophy and reduced electroretinographic response [30]. *Sod2-/-* mice lacked drusen like deposits but have RPE atrophy [31,32]. In the *Sod1-/-* mice, 10% of the older animals showed choroidal neovascularization and 86% showed drusen-like deposits that contained several markers of drusen [33].

The previous studies on SOD family members and the different expression we find between mouse and human, indicate that all three SOD family members may be critically involved in the local defense against oxidative stress, although the mitochondrial SOD2 may play a more important role in the mouse RPE than in the human RPE.

In addition to SODs, zinc has also been implicated in mediating oxidative stress. The retina and especially drusen contain high amounts of zinc [34]. There is an age related decrease in systemic and cellular zinc levels in human RPE cells, that correlates with several age related pathologies like AMD [35]. In 1988 the first clinical trial favoring zinc supplementation in AMD was published [36]. Since that time, multiple studies suggested that zinc reduces the oxidative burden on the retina although the underlying molecular mechanism(s) is unknown [7,37–39]. Zinc ions reach the retina by specific transporters. We determined which zinc transporters are highly expressed in mouse and human RPE. 

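Slc39a4 (NM_028064, chromosome 15, 76442866 to 76442925) was at percentile 94.7 ± 0.79 of the mouse RPE (SD, n = 3 arrays) and Slc39a1 (NM_013901, chromosome 3, 90057457 to 90057516) at 94.1 ± 0.33 (SD, n = 3). Slc39a7 (NM_008202, chromosome 17, 34165279 to 34165338) lay near the boundary of the highest decile, at 90.9 ± 0.97 (SD, n = 3) with 89.8 on RPE replicate 3. With only the probes well above background on all RPE arrays ranked, it was at 85.0. Slc39a12 had a probe at percentile 93.7 ± 0.66 (SD, n = 3) and another at 81.5 ± 1.89 (SD, n = 3), and was at 89.6 in that ranking and at 89.8 at the median of its probes. The mouse genes Slc39a8 and Slc39a13 were below the highest decile, at percentiles 61.4 ± 0.96 and 80.7 ± 1.09 (SD, n = 3).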

In the highest 10^th^ percentile of the mouse RPE transcriptome we found expression of *Slc39a1*, *Slc39a4*, *Slc39a7* and *Slc39a12*. In the highest 10^th^ percentile of the human RPE transcriptome we observed expression of *SLC39A8*, *SLC39A12* and *SLC39A13* (Table 6). Our data are largely in agreement with those of Leung and coworkers [40], who determined the expression of a large number of zinc transporters in cultured human RPE cells.

Interestingly, we found that *Slc39a4* was highly expressed in mouse RPE, but not in the human RPE. Indeed, Dufner-Beattie et al demonstrated the importance of this transporter in a *Slc39a4* knockout mouse, which develops severe abnormalities of the nervous system, such as anophthalmia, exencephaly and hydrocephalus [41]. Our finding (in older human donor eyes) may be explained by an age-related effect, since Leung et al [40] found that *Slc39a2* and *Slc39a4* expression and corresponding zinc uptake are reduced in RPE from older individuals. We determined the *Slc39a4* expression in RPE of five-month-old mice.

**Table 6:** Overview of zinc transporters that are highly expressed in human and mouse RPE.

Mouse		Human	
Zinc transporter	reporter	Zinc transporter	reporter
*Slc39a1*	NM_013901	*SLC39A8*	NM_022154
*Slc39a4*	NM_028064	*SLC39A12*	NM_152725
*Slc39a7*	NM_008202	*SLC39A13*	NM_152264
*Slc39a12*	NM_001012305		

#### Age-related macular degeneration: drusen and complement system

Chronic inflammatory and immune mediated events at the level of the Bruch’s membrane and drusen play critical roles in AMD pathogenesis [42]. Initially, complement system related factors were immune-localized to drusen, a hallmark of AMD. Subsequently, genetic studies showed an association between polymorphisms of several complement pathway genes, such as *CFH*, *CFB*, *C3*, *CFHRs*, and AMD [2]. In our dataset we found high expression of several complement factors in the human and mouse RPE (Fig 5), which may be of interest for studies of the complement system and AMD pathogenesis in a mouse model.

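Of the genes drawn as highly expressed in the mouse, Vtn was at percentile 93.9 ± 0.9 of the mouse RPE (SD, n = 3 arrays, chromosome 11, 78315393 to 78315665) and C1qbp at 92.6 ± 1.12 (SD, n = 3, chromosome 11, 70791443 to 70791502). C2 and C4b lay near the boundary of the highest decile, at 90.8 ± 0.54 and 90.3 ± 0.92 (SD, n = 3), and C4b was at 89.7 on RPE replicate 2 and 89.5 on RPE replicate 3. Itgam had a probe at percentile 98.0 ± 0.77 (SD, n = 3) and 2 others at 44.5 and 42.1. When each gene was placed at the median of its probes, Itgam was at percentile 45.6. With only probes well above background on all RPE arrays ranked, C2 was at 85.0, C1qbp at 87.9 and C4b at 84.1. Without RPE replicate 1, C4b was at 89.7. The log2 difference of the RPE minus the CH was -1.46 for C2 (adjusted p = 0.000433, limma) and -2.11 for C4b (adjusted p = 2.93e-05). For Vtn, the RPE minus the PR was -3.46 (adjusted p = 3.08e-07). C1qbp and the brightest probe of Itgam differed from the CH and the PR by between -0.04 and 0.23. A percentile of the RPE samples does not show which layer the RNA came from. Of the genes drawn only for the human RPE, mouse Cd59a was at percentile 87.8 ± 2.47, Cd59b at 46.0 ± 10.9 (SD, n = 3) and Clu, whose probe was saturated on all 3 RPE arrays, at 99.98 ± 0.01 (SD, n = 3).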

**Fig 5:**
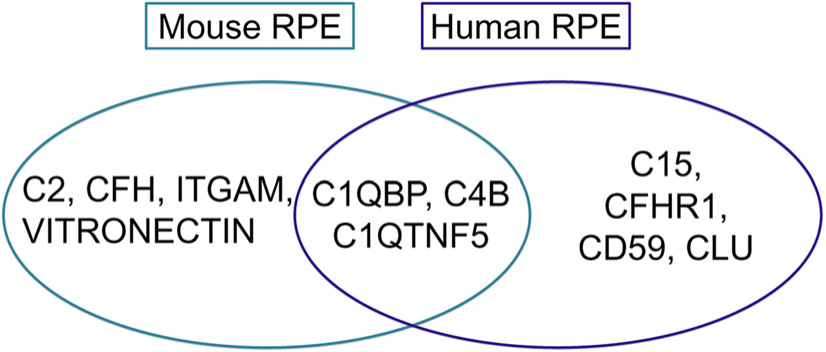
Overview of highly expressed complement factors in the human and mouse RPE. Complement factors in the overlay of the circles are highly expressed in RPE of both species.

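The probe of C1qtnf5 (NM_145613, chromosome 9, 43916812 to 43916871) was at percentile 96.2 ± 0.56 of the mouse RPE (SD, n = 3 arrays), between 95.7 on RPE replicate 1 and 96.8 on RPE replicate 2. It was well above background on every RPE array. The lowest percentile under the alternatives was 93.8, with only probes well above background on all RPE arrays ranked.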

Interestingly, C1QTNF5 is highly expressed in the both mouse and human RPE. Mutations in C1QTNF5 have been associated with late-onset retinal degeneration. A *C1qtnf5 S163R* knock-in mouse model developed by Chavali et al showed many pathological features of AMD, such as RPE abnormalities, photoreceptor loss, retinal vascular leakage [43]. Contrary to this, Shu et al. developed a *C1qtnf5 Ser163Arg* knock-in mouse model that lacked any phenotypic abnormality [44]. The reason for this discrepancy is currently not clear.

We observed that the complement factor H related 1 gene (CFHR1) is highly expressed in human RPE, but not in mouse RPE. Our data corroborate, in part, the data of Luo et al (*2011*) who found absence of *Cfhr1* expression in mouse retina, RPE and choroid [45]. The regulation of the complement system (in AMD) is extremely complex, multiple regulators and feedback loops exist and the detailed mechanisms underlying the complement regulation at the RPE interface and macular area is not known. Nonetheless, several studies suggested that CFHR1, together with CFHR3, plays a central role in complement regulation of AMD. Several studies suggest that the absence of CFHR1 and/or its family member CFHR3 are highly protective against AMD in humans [46–48].

#### Age-related macular degeneration: Bruch’s membrane and neovascularization

Our data reveal differences in mouse and human RPE gene expression related to two other essential aspects of age-related macular degeneration: The build-up and turnover of Bruch’s membrane and neovascularization. Bruch’s membrane is a sheet of extracellular matrix that lies in between the RPE and the choroid. The extracellular matrix components that form the BM are made by RPE and CH. The BM has a major clinical significance because of its critical role in the pathogenesis of AMD [2].

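Timp2 (NM_011594) had a probe at percentile 98.1 ± 0.57 of the mouse RPE (SD, n = 3 arrays, chromosome 11, 118163146 to 118163205) and another at 84.7 ± 2.46 (SD, n = 3). Col3a1 (NM_009930, chromosome 1, 45405589 to 45405648) was at percentile 92.6 ± 2.2 (SD, n = 3), with 90.1 on RPE replicate 3 and 94.5 on RPE replicate 2. With only the probes well above background on all RPE arrays ranked, Col3a1 was at percentile 87.8. Its log2 difference of the RPE minus the CH was -1.75 (adjusted p = 0.000509, limma) and of the RPE minus the PR 3.93 (adjusted p = 2.1e-07).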

We found that *Timp2* and *Col3a*, genes involved in extracellular matrix formation or turnover, are highly expressed in the mouse RPE, but not in human RPE. Vice versa, *COL16A1* is highly expressed in the human RPE, but not in mouse RPE.

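Mouse Col16a1 (NM_028266) had 3 probes on the arrays, on chromosome 4. They were at percentiles 73.6 ± 2.65 (129776333 to 129776392), 58.8 ± 5.54 (129776460 to 129776519) and 24.9 ± 9.99 (129756457 to 129756516) of the mouse RPE (SD, n = 3 arrays). The probe of the lowest percentile was well above background on 1 of the 3 RPE arrays.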

We also found large inter-specifics gene expression differences annotated with the term “Angiogenesis”. “Angiogenesis” refers to the process whereby new blood vessels are formed. In the context of our RPE/AMD analysis, choroidal blood vessels usually penetrate the BM and from new (leaky) vessels underneath the RPE. 

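Fgf23 (NM_022657) had 2 probes on chromosome 6 that lay at opposite ends of the mouse RPE ranking. The probe from 127030758 to 127030817 was at percentile 97.4 ± 0.76 (SD, n = 3 arrays) and the probe from 127031289 to 127031348 at 1.91 ± 2.03 (SD, n = 3), and the latter was well above background on 0 of the 3 RPE arrays. Fgfr1 (NM_010206, chromosome 8) had a probe at 94.2 ± 0.43 (SD, n = 3, 26685072 to 26685131) and 2 others at 67.3 and 57.6. At the median of their probes, Fgf23 was at percentile 68.9 and Fgfr1 at 69.0. Mouse Ptges (NM_022415, chromosome 2) had a probe at 97.5 ± 0.42 (SD, n = 3, 30744995 to 30745054) and another at 74.3 ± 2.09 (SD, n = 3), and S6 Table lists it among the genes high in the mouse RPE. Hs6st1 (NM_015818, chromosome 1, 36162666 to 36162725) was at percentile 54.7 ± 2.85 (SD, n = 3), and at 26.0 with only the probes well above background on all RPE arrays ranked.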

Our data specifically suggest expression and functional differences for the angiogenic factors *Fgf23* and *Fgfr1* (highly expressed in mouse RPE), as well as the prostaglandin synthase *PTGES* and *HS6ST1* (highly expressed in human RPE). In summary, our results suggest specific differences between mouse and man in terms of BM buildup or turnover, as well as related to neovascularization.

#### Age-related macular degeneration: tight junctions of the outer blood-retina barrier

The RPE constitutes the outer blood-retina barrier (oBRB). The tight junctions between neighboring RPE cells bind the monolayer and separates the outer layer of the neural retina from the choriocapillaris [49]. The RPE maintains the integrity of the oBRB through the tight junctions, which is important for control of fluid leakage, solute transport and immune reactions. oBRB supports the functional homeostasis of the retina. Disruptions of RPE cell junction and barrier integrity are associated with AMD [50,51]. We compared the tight junction gene expression of mouse and human RPE by investigating the distribution of these genes in four categories: high expression (>90^th^ percentile), moderate (50-90^th^ percentile), low (10-50^th^ percentile) and very low (<10^th^ percentile) (Fig 6).

**Fig 6:**
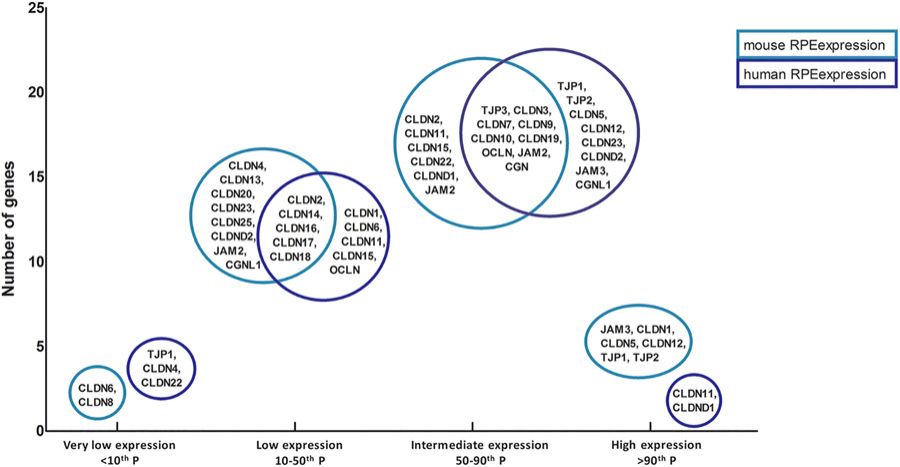
This diagram depicts the tight junction gene expression of mouse and human RPE, divided in four categories: high expression (>90^th^ percentile), moderate (50-90^th^ percentile), low (10-50^th^ percentile) and very low (<10^th^ percentile). On the x-axis the four categories are displayed and on the y-axis the amount of genes found in a category is depicted. Light blue circles contain genes expressed in mouse RPE, Dark blue circles genes expressed in human RPE. Genes inside the overlapping parts of the circles are expressed in the RPE in both species in that category.

Overall, we find limited overlap of tight junction gene expression between mouse and human RPE. 

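The 4 classes of Fig. 6 were looked up for the mouse genes drawn there, and 34 of the 35 placements were met by at least 1 probe. The highest decile included Jam3 at percentile 96.1 ± 1.13, Cldn5 at 92.2 ± 1.98, Tjp1 at 91.8 ± 0.59 and Cldn12 at 90.2 ± 1.55 (SD, n = 3 arrays), as well as Cldn1. Cldn12 was at 88.8 on RPE replicate 1 and at 89.4 on RPE replicate 3, and at 89.1 without RPE replicate 2. With the mean of both channels, Cldn12 was at 88.5 and Cldn5 at 85.4, and with only the probes well above background on all RPE arrays ranked at 83.9 and 87.3. Cldn6 was at percentile 6.45 ± 2.0 (SD, n = 3), well above background on 1 of the 3 RPE arrays. Jam2, which is drawn in the moderate and in the low class, had probes at 60.6 and 56.9. Cldn2, drawn in the same 2 classes, had probes at 80.0 and 49.9. The other genes of the moderate class lay between 51.6 (Cldn15) and 83.3 (Cgn), and the other genes of the low class between 16.0 (Cldn16) and 46.2 (Cldn23). The number of placements met moved most when only probes well above background on all RPE arrays were ranked, to 11. The human placements were not analysed here.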

Our data suggest that the composition of the outer blood retina barrier differs between mouse and human. More investigation is necessary to determine the possible physiological or pathobiological effect of these differences.

## Conclusion

In summary, in this study we determined 64 signature genes for mouse RPE, 171 signature genes for human RPE. We also deduced 22 mouse-human interspecies signature genes. We next analyzed the general mouse and human RPE gene expression profiles, and we found that (patho-) biological functions and canonical pathways assigned to the RPE of both species were highly similar. Nonetheless, more detailed studies, including analysis of specific molecular networks as well as extreme gene expression differences between mouse and human (expression of 155 genes), suggests substantial biological differences.

These similarities and differences may be important for the development of new therapeutic strategies and translational studies in age-related macular degeneration.

## Methods

### Strengths and limitations of the study design

The technical and methodological strengths and limitations of this approach have been extensively discussed elsewhere [12,13]. Our lab has more than 10 years’ experience in cellular microarray studies. In short, the strengths of this study include the use of selected healthy and freshly frozen samples with short post-mortem times. Sample preparation is characterized by minimal technical handling (such as mechanical or enzymatic dissociation, scraping, heating etc). In this way, the native “*in vivo*” gene expression profile is preserved. Next, we use laser dissection microscopy (LDM) of cryosections of the relevant cell-type. The use of the LDM ensures highly specific and homogeneous cell-type collection. After RNA isolation, we check RNA integrity and the quantity using the Agilent Bio-analyzer and Nanodrop during the procedure multiple times. Samples are labeled with Cy3 and Cy5 from the 3’-prime end to minimize effects from possible RNA degradation. RNA/samples that do not meet our quality criteria at any point in the procedure are discarded of. We use a common reference design, which also serves as an internal technical control, and a large-scale 44k microarray.

There are also a number of limitations of our studies. Given the lengthy procedure of sample selection, procedure and extensive quality controls, we usually include a limited number of “the very best samples” in our final microarray analysis. The consequence is that we only can detect consistent similarities and differences (and not all, strongly variable or transient ones) in gene expression between samples.

Another limitation is that some degree of cellular contamination of adjacent cell layers in samples is unavoidable, even when we use meticulous laser dissection microscopy in the nicely structurally stacked retina. To overcome this problem we included the gene expression of the adjacent layers in our analysis: the so-called “double selection procedure” (Fig 2) [12].

There are two limitations which are specific to this mouse-human study: The first is that there may be an oligo design difference for the comparative orthologous human and mouse genes on the Agilent whole Mouse and whole Human microarray. While, frequently, multiple different oligo’s for a single gene and reference genes may be present on the micro-array, this may hamper direct comparison between mouse and human gene expression data. To overcome this problem, we ranked the gene expression data of each sample/species according to percentiles, and divided it into four expression groups: high, moderate, low and very low expression [13,52]. By comparing the most extreme datasets, the high expressed genes with the very low expressed genes, between the two species; we could identify physiological relevant differences between the mouse and human RPE gene expressions, since these major differences could not be caused by different affinities alone. For further confirmation, we identified the genes that we described in our paper also by sqRT-PCR.

Finally, the mouse and human tissue used in this study had different post-mortem times: The mouse eyes were enucleated and embedded immediately after death, while for the donor eyes the post-mortem delay was between 16 and 22 hours. On the other hand, it has been shown that this has minimal effect on the RNA integrity of brain tissue. Up to 30 hours postmortem delay did not affect the mRNA [53]. During our experiments, we thoroughly checked the RNA integrity using BioAnalyzer, multiple times. In addition, since we designed labeling primers on the 3 prime end of the genes, potential starting degradation (first occurring at the 5 prime end) did not affect our gene expression results. A full description of the methodological (dis) advantages is beyond the scope of this paper. However, our approach enables us to determine highly specific RPE gene expression with a very limited amount of contamination, which is also corrected for in the analysis.

### Mouse eyes, tissue processing and cell sampling

The study on mouse material was carried out in strict accordance with the recommendation in the Guide for the Care and Use of Laboratory Animals under the Dutch law, which is in accordance with the international declaration of Helsinki. The protocol was approved by the Committee on Ethical of Animal Experiments of the Netherlands Institute for Neuroscience (NIN), Royal Dutch Academy for Science (KNAW), the Netherlands (DEC protocol NIN 09.45). Mouse choroid, RPE and photoreceptors were obtained from eyes of healthy 5 months (-/+2 weeks) old C57BL/6 mice (J strain). We confirmed by sqRT-PCR that the mice of this sub strain (C57BL/6JOlaHsd) did not carry the rd8 mutation in the *Crb1* gene that has been found in C57BL/6N strains [54]. For each tissue we used 3 mouse eyes (and 3–6 selected human donor eyes). Mice were raised in a room with a temperature around 21°C, on a 12:12-h light-dark cycle, and fed with standard pellet laboratory chow and water ad libitum. By the age of 5 months (-/+2 weeks) they were anesthetized with CO_2_/O_2_ and killed by cervical dislocation. The eyes were enucleated, embedded in OCT and snap frozen in liquid nitrogen. Until further use the eyes were stored in an -80°C freezer. We selectively cut out the CH, RPE and PR with a laser dissection microscope (PALM Carl Zeiss, MicroImaging GmbH, Munich, Germany). For this the eyes were cut in 20uM cryosections for the photoreceptors and 12uM for the RPE and the choroid. For every sample one whole eye was used. We used Cresyl Violet staining to identify photoreceptor cells. Before the dissection of the choroid the RPE was removed to prevent as much contamination as possible. 

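The similarity of the 9 arrays was computed as the root mean square difference of log2(Cy5/Cy3) between pairs of arrays, over the 38847 probes measured on all arrays. Pairs of the same tissue differed by 0.319 on average, with 0.33 in the CH, 0.315 in the RPE and 0.313 in the PR. Pairs of different tissues differed by 0.964 on average. The difference of 0.644 between both means was the largest of all 280 ways to divide the arrays into 3 groups of 3 (exact permutation test, one-sided, p = 0.00357, the smallest p that this design allows). The RPE and CH arrays differed by 0.528 on average, with pairs between 0.451 and 0.607. The RPE and PR arrays differed by 1.12 and the CH and PR arrays by 1.24. The alternative that moved the difference most was to leave out dim probes, which gave 0.795.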

After processing the tissue and running the microarray, we determined the (low) variability of the samples using a multidimensional scaling plot (S6 Fig).

### RNA isolation and amplification

RNA isolation, amplification and labelling procedures were carried out essentially as described elsewhere [14]. Quality of tRNA was checked with a Bioanalyzer assay (RNA 6000 Pico Kit, Agilent Technologies, Amstelveen, The Netherlands). RNA integrity numbers of tRNA of mouse CH ranged from 4.9 to 6.9, of the mouse RPE ranged from 4.9 to 7.2 and of mouse PR ranged from 5.5 to 7.6. In our microarray study we used a common reference design. The common reference was prepared from mouse RPE/choroid that was isolated, amplified using the same methodology as our experimental samples, and labelled with Cy3 (Cy3 mono-reactive dye pack, GE Healthcare UK, Little Chalfont, Buckinghamshire, UK).

See Janssen et al. [14] for a more detailed description of the laser dissection procedures, RNA processing and microarray procedures.

### Microarray data analysis

The microarray files were analysed and processed using Agilent Feature Extraction Software (Agilent Technologies, version 9.5.3.1). We included examples of our strict quality control assessment of the hybridizations in the supplementary file S7 Fig and S8 Fig. Data were imported into R (version 2.14.0 for Windows, R Development Core Team, 2009) using LIMMA in the Bioconductor package. We studied the differences between the RPE and the photoreceptors making a statistical comparison using LIMMA for determining significantly changed genes (R package LIMMA, including Bayesian statistics). We did the same for RPE and the choroid:

Using a common reference design, in LIMMA we first estimated the difference between the sample (either CH / RPE / PR) and the common reference (hybridized against each other on a two channel array). Next, the differences between both RPE and CH or between RPE and PR were estimated. Subsequently, LIMMA fitted a linear model to the expression data for each gene. LIMMA uses empirical Bayes statistics to moderate the standard error of the estimated log-fold changes which results in more stable inference and improved power [55]. A fully detailed description of the script that was used in LIMMA is available upon request.

We selected the genes that had a positive fold change, meaning that they are higher expressed in the RPE than in either the photoreceptors or the choroid, of more than 2.5. Cut-off value for statistical significant difference was an adjusted p-value of less than 0.01 after Benjamini-Hochberg correction for multiple testing. Two data subsets were created that either contained all genes that show a significant higher expression in the RPE compared to the photoreceptors (RPE>PR), or a significant higher expression in the RPE compared to the choroid (RPE>CH). 

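Of the genes called in the comparison of the RPE with the CH, 10.7% were higher in the RPE. In the comparison of the RPE with the PR, 66.6% were higher in the RPE. The median log2 difference of all probes was 0.04 for the RPE minus the CH and -0.005 for the RPE minus the PR. Loess centres the log ratio of each array and keeps this median small, so it says nothing about the balance of the calls. With the Cy5 channel alone, 53.1% of the genes called against the PR were higher in the RPE, and with the Feature Extraction log ratio 54.4%. At an FC above 2, 23.1% of the genes called against the CH were higher in the RPE, and with median centring 1.09%. Without CH replicate 2 this share was 4.03% and without CH replicate 3 it was 17.1%.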

The volcano plots that visualize the symmetrical spread of the differentially expressed genes are included in S9 Fig. Next we compared these two subsets to determine the genes that are present in both lists using a comparison analysis in IPA (Ingenuity Systems). These represent RPE specifically expressed genes. 

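Over all probes, the median SD of log2(Cy5/Cy3) between the 3 arrays of a tissue was 0.14 in the CH, 0.14 in the RPE and 0.13 in the PR. The SD that 95% of the probes did not exceed was 0.45 in the CH, 0.41 in the RPE and 0.45 in the PR. Over the probes of the signature genes, the median SD was 0.44 in the CH, 0.17 in the RPE and 0.16 in the PR. The highest SD of a signature probe was 0.83 in the CH, 0.66 in the RPE and 0.68 in the PR.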

To visualize these significant differences in gene expression levels we included a figure depicting the mean and (low) standard deviations (S10 Fig) and we included a figure of the mean and (the low) standard deviations of the genes mentioned in the discussions section (S11 Fig).

### Data analysis of two microarray studies on the human RPE transcriptome

To detect possible contamination of the choroid and the photoreceptors in the list of Strunnikova et al we used the expression data of the human choroid and the human photoreceptors as determined within our group [12]. We assumed that the main source of contamination of RPE sample(s) using this methodology comes primarily from the set of highest expressed genes in either the PR or CH. Consequently, we determined the highest 10^th^ percentile of the average gene expression for both the photoreceptors and the choroid in Microsoft Excel. We ran a comparison analysis in IPA (Ingenuity Systems) to subtract the genes in the highest 10^th^ percentile of photoreceptors and choroid from the 154 genes determined as RPE specific by Strunnikova et al [15]. We merged the two human RPE specific gene expression lists in Ingenuity using a comparison analysis.

### Interspecies RPE signature genes

We compared the human RPE signature gene expression list, that we determined using the *Booij et al* list and the corrected *Strunnikova et al* list (Fig 3), with our new mouse RPE signature gene expression. We ran a comparison analysis in Ingenuity, which uses the Entrez Gene identifier, to investigate which genes are found in both datasets and thus are interspecies specific.

### Confirmation of gene expression data by sqRT-PCR

We confirmed our microarray data with sqRT-PCR. For a detailed description of the sqRT-PCR, see Janssen et al. 2013 [13]. In short, sqRT-PCR was carried out using intron-spanning primers on cDNA from laser dissection microscopy derived samples, using three biological replicates. To minimize effects of RNA degradation artefacts, we generated primers near the 3’end of the gene. We quantified the gene expression in ImageJ and normalized expression by comparing it to the measured expression of housekeeping gene *Bact*.

Previously, we confirmed the human gene microarrays [12]. In the current study study, we selected a total of 27 genes to confirm our mouse microarray data. First, we selected randomly 11 highly expressed genes from our “Mouse RPE signature genes” dataset (*Bmp4*, *Rlbp1*, *Rgr*, *Krt18*, *Sgk3*, *Man1a*, *F3*, *Sulf1*, *Thsr*, *Col4a4*, *SLc16a8*). For 9 out of the 11 “Mouse RPE signature genes” we found the highest expression levels in the mouse RPE and the lowest in the CH and PR (Fig 1). Only *Thsr* and *Slc16a8* showed highest expression in CH.

We next selected 8 well-established RPE specifically expressed genes (*Mertk*, *Rrh*, *Tyr*, *Rpe65*, *Rdh5*, *Lrat*, *Tjp1 and Trpm3*). For 7 out of 8 of the well-established RPE specific genes, we found highest expression in the mouse RPE and lower in the CH and PR (S1 Fig). 

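On the arrays, 7 of the 8 genes had their highest mean in the RPE and their lowest in the PR, and 5 of them, Rrh, Rpe65, Rdh5, Lrat and Trpm3, were called over both tissues. Lrat (NM_023624, chromosome 3, 82696805 to 82696864) had a log2 FC of 1.90 against the CH (adjusted p = 0.00223, limma) and 7.35 against the PR (adjusted p = 5.02e-08). Rrh (NM_009102, chromosome 3, 129511519 to 129511578) had 1.61 (adjusted p = 0.0019) and 5.51 (adjusted p = 8.8e-08), and Trpm3 (NM_001035246, chromosome 19, 22843798 to 22843857) 1.36 (adjusted p = 9.56e-05) and 4.49 (adjusted p = 4.51e-09). Rpe65 was saturated on all 3 RPE arrays and 1 CH array, which gives no bound between them, and was at least 7.19-fold higher in the RPE than in the PR. Rdh5, saturated on all 3 RPE arrays and on 2 CH arrays, was at least 6.93-fold higher than in the PR. The probe of Lrat was saturated on 1 of the 3 RPE arrays, so its FCs are not exact. Mertk and Tyr were higher in the RPE than in the CH by 0.86 (adjusted p = 0.00144) and 0.68 (adjusted p = 0.00872) on the log2 scale, under an FC of 2.5, and higher than in the PR by 4.49 (adjusted p = 8.03e-09) and 2.49 (adjusted p = 4.16e-07). A brighter probe of Trpm3 differed by 1.12 from the CH, under an FC of 2.5. Tjp1 differed by -0.12 from the CH (adjusted p = 0.644) and by -0.23 from the PR (adjusted p = 0.235), with its highest mean in the PR. The calls of Rrh and Rpe65 against the CH held with any array left out. Lrat lost its call without CH replicate 2 or RPE replicate 1 or 2, Rdh5 without CH replicate 1 or 2 or RPE replicate 2, and Trpm3 without CH replicate 3 or RPE replicate 1.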

Only *Tyr* showed highest expression in CH in our RT-PCR.

We also included sqRT-PCR for genes that were mentioned in the Discussion section to further technically validate our microarray. 

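For the 8 genes Sod1, Sod2, Slc39a4, Timp2, Col3a1, Cldn1, Cldn8 and Hs6st1, the percentile class on the mouse RPE arrays was set beside the class they were chosen for, and 7 of the 8 lay in it. Cldn1 (NM_016674, chromosome 16, 26357372 to 26357431) was at percentile 94.1 ± 0.62 (SD, n = 3 arrays). Cldn8 (NM_018778, chromosome 16, 88561135 to 88561194) was at percentile 6.12 ± 7.85 (SD, n = 3), with 1.5, 8.32 and 17.2 on the 3 arrays, and was well above background on 0 of the 3. With the mean of both channels in place of Cy5, Cldn8 was at percentile 33.0, and without RPE replicate 1 at 10.8. Hs6st1 lay in the moderate class on each of the 3 arrays.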

We selected 8 genes, 6 genes that are highly expressed (found in the highest 10^th^ percentile of the mouse RPE microarray; *Sod1*, *Sod2*, *Slc39a4*, *Timp2*, *Col3a*, *Cldn1*) and 2 genes that are low expressed (found in the lowest 10^th^ percentile of the mouse RPE microarray; *Cldn8*, *Hs6st1*). We compared the expression levels of these genes with the expression level of *Bact*. For all genes we found the expected confirmatory result (S2 Fig). Overall, in this study, we confirmed the expression levels for 24 out of 27 genes (89%), which is in line with the cumulative RT-PCR confirmation rate (87%) of all previous microarray studies (using similar tissue and methodology).

## Supporting Information

S1 Fig Confirmation of well-established RPE genes by sqRT-PCR. *Bact* was used to normalize gene expression in mouse CH, RPE and PR. The light blue bars indicate the CH, the blue bars indicate RPE and the dark blue bars indicate PR. Similar to the microarray data the expression level is highest in the RPE and lowest in the PR.
(TIF) Click here for additional data file.

S2 Fig Confirmation of microarray results mentioned in the discussion by sqRT-PCR. Dark blue bar indicate *Bact* expression level, the blue bars show the expression level of genes that were highly expressed on the microarray en light blue bars indicate expression of genes that showed very low expression on the microarray.
(TIF) Click here for additional data file.

S3 Fig Example of a molecular network generated by Ingenuity Pathway Analysis from the “Mouse high RPE gene expression” dataset. (TIF) Click here for additional data file.

S4 Fig Example of a molecular network assigned by Ingenuity to the 101 genes that are the result of comparing “Mouse high RPE gene expression” and the “Human low RPE gene expression” dataset. (TIF) Click here for additional data file.

S5 Fig Example of a molecular network assigned by Ingenuity to the 54 genes that are the result of comparing “Human high RPE gene expression” and the “Mouse low RPE gene expression” dataset. (TIF) Click here for additional data file.

S6 Fig Cluster analysis using multidimensional scaling plot. We analyzed the normalized expression intensities of the nine samples that were used in this study, with a multidimensional scaling plot. It shows that the samples within a group are highly similar.
(TIF) Click here for additional data file.

S7 Fig Feature extraction quality control, background correction. Plot of the log of the red background-corrected signal versus the log of the green background-corrected signal for non-control inlier features for all nine samples after hybridization. The linearity of the plots indicate the appropriateness of background method choices.
(TIF) Click here for additional data file.

S8 Fig Feature extraction quality control, spatial distribution. The spatial distribution of up- and down-regulated features is evenly spread throughout the array for all nine samples.
(TIF) Click here for additional data file.

S9 Fig Volcano plots of differential expression RPE-CH and RPE-PR. Shown is the spread of the differentially expressed genes derived from the t-tests. The positive (higher expression in RPE) and negative (higher expression in the CH or in the PR) fold changes are approximately symmetrically divided.
(TIF) Click here for additional data file.

S10 Fig Expression intensities of the mouse RPE signature genes. Shown are the means and standard deviations in the mouse CH, RPE and PR.
(TIF) Click here for additional data file.

S11 Fig Expression intensities of the genes mentioned in the discussions section. Shown are the means and the standard deviation in the mouse RPE. The upper line indicates the cut-off value for the highest 10^th^ percentile, the middle line the cut-off value for the 50^th^ percentile and the lowest line the cut-off value for the lowest 10^th^ percentile.
(TIF) Click here for additional data file.

S1 Table Genes expressed high in CH vs RPE and PR vs RPE. (XLSX) Click here for additional data file.

S2 Table 171 genes Human RPE signature genes. (XLS) Click here for additional data file.

S3 Table Molecular networks of the Mouse high RPE gene expression dataset. (XLS) Click here for additional data file.

S4 Table Molecular networks of the Human high RPE gene expression dataset. (XLS) Click here for additional data file.

S5 Table Molecular networks of the Mouse and Human high RPE gene expression dataset in Webgestalt. (XLSX) Click here for additional data file.

S6 Table 101 genes highly expressed in mouse RPE but hardly in human RPE. (XLS) Click here for additional data file.

S7 Table Molecular networks of the 101 genes highly expressed in mouse RPE but hardly in human RPE. (XLS) Click here for additional data file.

S8 Table Molecular networks of the 101 genes highly expressed in mouse RPE but hardly in human RPE in Webgestalt. (XLSX) Click here for additional data file.

S9 Table 54 genes highly expressed in human RPE but hardly in mouse RPE. (XLS) Click here for additional data file.

S10 Table Molecular networks of the 54 genes highly expressed in human RPE but hardly in mouse RPE. (XLS) Click here for additional data file.

S11 Table Molecular networks of the 54 genes highly expressed in human RPE but hardly in mouse RPE in Webgestalt. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

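The authors deposited the Feature Extraction output of 9 dual-colour Agilent arrays (CH, RPE and PR) and a series table. In the output, the mean signal and the median local background of each spot are intensity values as scanned, and these were the starting point. The deposited processed signals are intensities that the software had corrected for background and dye, and its deposited log ratio is a log10 value of processed Cy5 over Cy3. The authors' series table holds log2 values of the Cy5 channel after a normalization whose steps the paper's text does not name, and their correlation with the log2 Cy5 signal was between 0.987 and 0.9998 per array. The log10 ratios, the processed signals and the series table were used only as alternatives.

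Each array holds 44397 spots, of which 43020 are not controls. The paper names the linear model, its thresholds and the common reference, but its text does not name the background correction or the normalization. Background was corrected with normexp (offset 50) and the log2 ratio of Cy5 to Cy3 was normalized within arrays by loess. Between 228 and 586 spots per array carried an outlier mark and were left out. The spots of a probe were averaged, which concerned 399 of the 39429 probes. Group means were fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and Benjamini-Hochberg adjustment over all probes. A call needed a fold change above 2.5 and an adjusted p below 0.01, and the signature needed both comparisons to be passed by one probe. Counts, percentiles and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

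Percentiles were ranked over all probes from the log2 Cy5 signal after loess and Aquantile. The classes are high (above 90), moderate (50 to 90), low (10 to 50) and very low (below 10).

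Probe positions are those of the deposited files, on mm9. The number of arrays, 3 per tissue, limits the precision of each value. Gene names came from a RefSeq table of 49997 mouse genes (assembly GRCm38.p6), which was used for names and Entrez Gene identifiers only. It matched 26055 probes by accession, 3195 by symbol and 930 by an older symbol. The other 9249 probes kept the name in the files.

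Simulated arrays had the spread of the real ones, pooled over the tissues for each probe. In them, 200 probes were changed in the RPE by a log2 difference of 2 or 3 up or down. The limma fit called 197 of them (98.5%) in each comparison and 0 unchanged probes. The largest log2 difference of the RPE over the CH in the signature was 1.99, below those simulated. This share therefore does not measure how often differences of that size are found.

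The genes chosen to be reported by name are all mouse genes that the paper names with an array result in its text, Tables 5 and 6, Figs 1, 5 and 6 or the sqRT-PCR sections, and the first 5 genes of Table 1. In each direction of each comparison, the 5 genes with the largest fold change past both thresholds, with all arrays of the higher tissue above all arrays of the lower, were added. Some of the genes this rule chose are not reported here. Lists of marker genes were fixed for rods, cones, Müller glia, inner retina, lens, red blood cells, endothelium, fibroblasts, skeletal muscle, pigment cells, RPE and immune cells, 12 lists in all.

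Alternatives covered background correction, normalization, the reference channel, the arrays fitted, replicate number and slide as blocks, dim and marked spots, several probes per gene, the variance model, the series table, both thresholds and each array left out in turn. There were 24 for the calls and 12 for the percentiles. The human arrays, the Ingenuity networks and the KEGG analysis were not analysed here.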

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

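The test of a constant share of choroid RNA was chosen only after the result was seen.

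Markers of the endothelium and of fibroblasts gave a signal in the RPE samples. Of these genes, the paper's text discusses Col3a1 for the RPE. Of 9 endothelium markers, 8 were called higher in the RPE than in the PR, with a median log2 difference of 3.59 over the list. All 8 fibroblast markers were called higher in the RPE than in the PR, with a median of 4.11, and 6 of the 8 were called higher in the CH than in the RPE. Every marker of both lists was well above background on all 3 RPE arrays. The highest percentiles of the RPE were 96.67 for Egfl7 of the endothelium, with Kdr at 96.66, and 98.72 for Dcn of the fibroblasts. They rank the signals of different probes and do not measure abundance. Neither list shares a gene with another list. The study picked 5 fibroblast markers for the CH in S1 Table and 2 for S6 Table.

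RNA of the choroid in the RPE samples is a candidate explanation. If it were one constant share of the choroid's RNA, markers of both cell types would be lower in the RPE than in the CH by a similar amount. The median log2 difference of the CH minus the RPE was -0.06 for the endothelium and 1.815 for fibroblasts. The gap of 1.876 between both medians is larger than the SD of 1.311 over the fibroblast markers, which argues against one constant share as the whole cause. The tables leave open a share taken mostly from the part of the choroid next to the RPE, and expression of these genes in the RPE itself. Neither was tested. A biological difference between the tissues stays open as well. With slide as a fixed block, 8 endothelium and 7 fibroblast markers were called higher in the RPE than in the PR and 6 fibroblast markers higher in the CH, which argues against slide as the cause. With Cy5 alone and with the authors' series table, 3 fibroblast markers were called higher in the CH than in the RPE, so that part depends on the use of the reference channel or the normalization. No setting that keeps probes apart called fewer than 8 endothelium or 7 fibroblast markers higher in the RPE than in the PR.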

How the results depend on the processing

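All tests and alternatives reported in this part were planned, and none was chosen only after a result was seen. They were set before the data were examined.

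The number of genes higher in the RPE than in the PR (3589) stayed between 2972 and 4513 under all 24 alternatives, within 1.5 times. The S1 Table PR genes called again (1406) also stayed within 1.5 times under all 24, and the array similarity (0.644) lay between 0.57 and 0.795 under its alternatives. The counts below did not stay within 1.5 times, and apart from the thresholds and the filter, which change what is counted by construction, the cause was not tested.

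With median centring in place of loess, 12 genes were higher in the RPE than in the CH instead of 69, and 1089 higher in the CH instead of 577. The signature fell to 12 genes from 66, the Table 1 genes called again to 11 from 52 and the interspecies signature to 3 from 28. With the Cy5 channel alone, these numbers were 33 genes higher in the RPE than in the CH, 31 signature genes, 17 Table 1 genes and 6 interspecies genes. From the authors' series table they were 24, 19, 13 and 5, with 362 genes higher in the CH and 301 of the S1 Table CH genes in place of 501. The Feature Extraction log ratio gave 3132 genes higher in the PR than in the RPE instead of 1799, and 16 interspecies genes. At a fold change above 2, there were 363 genes higher in the RPE than in the CH, 1208 higher in the CH, 3007 higher in the PR than in the RPE and 285 signature genes.

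The 12 signature genes under median centring were all among the 66. Of the 31 with Cy5 alone, 18 were, of the 19 from the series table 12, and of the 51 with the Feature Extraction log ratio 38. Slide as a fixed block gave 59 signature genes, all among the 66, and as a random block 67, with a consensus correlation of 0.0906 within slides.

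Single arrays moved the comparison with the CH. With 1 array left out, the number of genes higher in the RPE than in the CH was between 19 (without CH replicate 2) and 160 (without CH replicate 3), with 43 without RPE replicate 2. The signature had between 19 genes (without CH replicate 2) and 146 (without CH replicate 3), with 38 without RPE replicate 2. These held 18, 62 and 34 of the 66 genes. Where the count moved less, the genes still changed for the CH and RPE arrays. Of the 75 genes without CH replicate 1, 43 were among the 66, and of the 55 without RPE replicate 1, also 43. Of the 66 genes without RPE replicate 3, 50 were. The 61, 63 and 59 genes without PR replicate 1, 2 and 3 were all among the 66. Table 1 genes called again were between 14 (without CH replicate 2) and 54 (without CH replicate 3), with 29 without RPE replicate 2. Interspecies genes were between 7 (without CH replicate 2) and 36 (without CH replicate 3), with 16 without RPE replicate 1 and 13 without RPE replicate 2. Where 2 arrays of a tissue were left, the spread was pooled over all tissues by limma.

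The labels do not say whether a replicate number stands for a single mouse, and the arrays neither show nor exclude such a pairing. The arrays of replicate 2 share a slide, so mouse and slide cannot be separated there. Within a replicate number, the correlations of the arrays' deviations from their tissue mean were between -0.08 (CH and PR of replicate 1) and 0.29 (CH and PR of replicate 2). With the replicate block, 64 genes were higher in the RPE than in the CH, 586 higher in the CH, 3593 higher in the RPE than in the PR and 1806 higher in the PR. The signature had 62 genes with the replicate block, 61 of them among the 66, and 50 Table 1 genes and 26 interspecies genes were called.

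Against the PR, 66.6% of the calls were higher in the RPE, compared with 53.1% with Cy5 alone and 54.4% with the Feature Extraction log ratio. Against the CH, the share was 10.7%, compared with 23.1% at a fold change above 2 and 1.09% with median centring. It was 4.03% without CH replicate 2 and 17.1% without CH replicate 3. No alternative moved the median log2 difference of all probes by more than 0.1. Loess and median centring centre the log ratio of each array, which keeps this median small by construction. Its stability therefore says nothing about the balance of the calls.

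In the percentiles, a ranking of only the probes well above background on all RPE arrays gave 2105 genes in the highest decile instead of 3472 and 2355 in the lowest instead of 3818. It left 47 of the S6 Table genes in place of 95, 3 of the S9 Table genes in place of 33 and 11 Fig. 6 placements in place of 34. The S9 Table count was 21 with the processed Cy5 signal of Feature Extraction, 19 with each gene at its brightest probe and 20 at the median of its probes.

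For the named genes, the difference of the RPE to the CH had the same direction and the same call in 790 comparisons with an alternative, lost the call in 69, gained it in 18 and reversed in 7. Against the PR, 877 were the same, 4 gained and 2 lost a call, and 0 reversed. None of the 3 genes that reversed was called against the CH. Sgk3 (-0.047) was 0.631 at the mean over its probes and between -0.101 (without RPE replicate 2) and 0.004 (without CH replicate 2) with 1 array left out. Rp1 (0.23) was -0.056 with median centring and between -0.122 (without CH replicate 1) and 0.524 (without CH replicate 3). Rnf207 (0.144) was -0.13 with median centring and between -0.047 (without RPE replicate 1) and 0.294 (without RPE replicate 2), with -0.018 without CH replicate 1. The cause was not tested. Percentiles of the named genes stayed within the SD of the arrays in 584 comparisons and moved further in 113.

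Signal over background limits the lower end of the scale. Of the 39429 probes, 26899 were well above background on all arrays of at least 1 tissue, and leaving out the others gave 67 signature genes, with all 66 among them. In the lowest decile of the RPE, 56.3% of the probes were well above background on no RPE array and 43.6% on 1 array. At the upper end, between 41 and 101 probes per array were saturated in Cy5.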

Differences from the paper's values

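The other probes of the genes below were looked at only after the result was seen, whereas all alternatives named here were set before the data were examined.

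The paper's S9 Table lists 54 genes (the paper's value) as lowest expressed, and 33 of them had a probe in the lowest decile of the mouse RPE. The difference stayed above 1.5 times under all 12 alternatives. Of the 21 other genes, 5 were reached by 1 or more settings. CYP1A2 and DYNLT1 were reached with the mean of both channels and without RPE replicate 2, IGHM and KIF9 with only the probes well above background on all RPE arrays ranked. OR51E2 was reached with no background subtraction, Cy5 alone, the mean of both channels, the series table, without RPE replicate 1 and without RPE replicate 3.

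Fold changes were compared at the probe with the accession printed in Table 1, the brightest where several share it. A fold change counted as different when one value was over 1.5 times the other and their log2 difference was larger than the SD of the arrays, combined over both tissues. By these limits, 8 of the fold changes in Table 1 differed. For LOC100045988, the paper's fold change of the RPE over the CH is 4.6 and the re-analysis gave 1.62. This SD was 1.388 for LOC100045988 over the CH and 0.98 over the PR, where the paper's value is 3.5 and the re-analysis gave 1.86, within the limits. Over the CH it came within the limits under the Feature Extraction log ratio (1.76), without CH replicate 3 (2.39), without RPE replicate 2 (1.8) and without RPE replicate 3 (2.12), and not under the other 18 alternatives that give a value. For Vldlr, the paper's value over the CH is 2.9 and the re-analysis gave 1.81. The mean over the probes of a gene (2.27) and the fit without CH replicate 3 (2.14) came within the limits, and the other 20 did not. For Vldlr over the PR, the paper's value is 4.6 and the re-analysis gave 0.407, and none of the 22 alternatives came within the limits. The probe of Ctsd was saturated on 2 of the 3 CH arrays and 1 of the 3 RPE arrays, so its fold changes are not exact. For Ctsd over the CH, the paper's value is 2.9 and the re-analysis gave 1.33. The mean over the probes of a gene (1.97) came within the limits and the other 20 alternatives did not. For Ctsd over the PR, the paper's value is 5.7 and the re-analysis gave 13.5, with Cy5 alone (5.2) within the limits and the other 20 not. For Sgk3, the paper's values are 2.5 over the CH and 7.0 over the PR, and the re-analysis gave 0.968 and 1.61. For Pde4b over the CH, the paper's value is 2.5 and the re-analysis gave 1.35. None of the 22 alternatives came within the limits for Sgk3 or Pde4b.

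At another probe of the gene, Vldlr had fold changes of 2.86 over the CH and 4.62 over the PR, Ctsd 2.93 and 5.62, and Sgk3 2.48 and 6.84. These lie near the paper's values, so for Vldlr, Ctsd and Sgk3 the difference goes with the choice of the probe. Apart from the mean over the probes of a gene, the alternatives kept the same probe and could not test that choice. Pde4b had 2.02 and 1.26 over the CH at its other probes and LOC100045988 had 1.35.

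Of the 64 genes in Table 1, 12 were not called, and 11 of these were called under 1 or more settings. A fold change above 2 called 10 of them, Hist2h2aa1, Hist2h4, Acsl6, Krt18, Col4a4, A2m, Tshr, Fam13a, Sgk3 and Pde4b. Without CH replicate 3, 6 were called, Rgr, Hist2h2aa1, Acsl6, Krt18, Tshr and Fam13a. The Feature Extraction log ratio called 4, Col4a4, A2m, Tshr and Pde4b. Without CH replicate 1, the 4 were Col4a4, A2m, Tshr and Sgk3, and without RPE replicate 1 they were A2m, Tshr, Fam13a and Sgk3. Rgr was also called at an adjusted p under 0.05, Col4a4 with the series table and without RPE replicate 2, and Acsl6 and Tshr without RPE replicate 3. LOC100045988 was called under none of the 24. In the interspecies signature, RGR and KRT18 were both called without CH replicate 3, RGR also at an adjusted p under 0.05 and KRT18 at a fold change above 2.

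Of the S1 Table genes, 82 of the CH and 174 of the PR were not called, and all of them were called under 1 or more settings. For the CH genes, a fold change above 2 called 78, the Feature Extraction log ratio 51, the fit without CH replicate 3 49 and median centring 45. For the PR genes, the Feature Extraction log ratio called 171, a fold change above 2 169, the series table 122 and Cy5 alone 120. Of the 6 genes of S6 Table outside the highest decile, 5 were reached. HNF4A was reached with genes at the median of their probes and without RPE replicate 1, and LDLRAD3 with the mean of both channels and without RPE replicate 2. UBFD1 was reached with the series table, ZNF148 with the series table and without RPE replicate 1, and TPH1 under none of the 12.

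Among the genes chosen for a class in the sqRT-PCR of mouse RPE, 7 of 8 lay in it. The paper places Hs6st1 among the very low genes, and it was at percentile 54.7. In Fig. 6, 34 of 35 placements were met, and the one not met is Jam2 in the low class, with its lower probe at percentile 56.9, which reached that class with only the probes well above background on all RPE arrays ranked. The paper draws Clu as high in the human RPE only, and its probe was at percentile 99.98 of the mouse RPE. No alternative took Clu out of the highest decile or placed Hs6st1 among the very low genes, and with only the probes well above background on all RPE arrays ranked Hs6st1 was at percentile 25.98. The paper names PTGES as high in the human RPE in its text and lists it as high in the mouse RPE in S6 Table. Ptges was at percentile 97.46 at its highest probe and in the highest decile under all 12 alternatives. In the order of the tissues, 10 of 11 genes of Fig. 1 had the RPE highest and the PR lowest, with Sgk3 as the exception at the probe of its accession. In the later sqRT-PCR set it was 7 of 8, with Tjp1 highest in the PR. The paper describes the volcano plots as symmetric, and 10.7% of the calls against the CH and 66.6% of those against the PR were higher in the RPE.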

Other observations

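The tests of saturated spots, of different amounts of RPE RNA in the CH samples, of lens RNA in the sample of RPE replicate 3 and of the background of RPE replicate 2 were chosen only after the result was seen.

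Fold changes of the RPE over the CH were far smaller than those over the PR. Among the 359 probes at least 16-fold higher in the RPE than in the PR, the highest log2 difference of the RPE minus the CH was 1.99. Saturated spots are argued against as the cause, since the 334 of these probes saturated on no array also stayed at or below 1.989. RPE RNA in the CH samples is another candidate explanation. The share of the 359 probes more than 1 above the median of the RPE markers was 0%, but no probe on the arrays reached that limit of 2.56, the highest difference of all probes being 2.26. This test therefore leaves RPE RNA in the CH samples open. In the other direction, the highest difference of the CH minus the RPE was 3.97. Expression of these genes in the choroid itself stays open as well, and RPE RNA in the common reference was not tested.

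The number of signature genes depended on the CH arrays, with 19 genes without CH replicate 2 and 146 without CH replicate 3. Of the 9 RPE markers, 8 had their highest CH level on CH replicate 3. Different amounts of RPE RNA in the CH samples stay open, because 6 of these markers are themselves called higher in the RPE than in the CH and the ranking restates the dependence on that array. A biological difference between the mice was not tested.

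The splits of the arrays of 2 tissues cannot by themselves exclude chance, because 1 of 10 is the smallest share they can give. The split by tissue, 1 of 10 between the RPE and the CH, called 617 genes with these 6 arrays, and the 9 others called 0. Between the RPE and the PR it was 1 of 10 as well, with 5367 genes against 0. The 9 arrays grouped by tissue (exact permutation test, p = 0.00357), which argues against chance. In simulated arrays limma called 0 unchanged probes in either comparison, but their noise was independent between probes and arrays. They therefore do not cover deviations that many probes of an array share. For the signature, 4 of 100 splits of the 9 arrays gave at least 66 genes, the real one included. Splits that mix tissues move the tissue differences into the spread, which by itself can keep genes from being called, so these counts alone do not exclude chance. With 3 simulated tissues that did not differ, limma called 0 of 39429 probes over both. This argues against noise that is independent between probes, and leaves open deviations that many probes of an array share. The other 3 splits put the 3 PR arrays together as the group of interest and called 1684, 1676 and 1625 genes.

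Lens genes gave a high signal in the RPE samples. Of 17 lens markers, 14 were in the highest decile of the RPE, all were well above background on the 3 RPE arrays, and the study picked 3 of them for S6 Table. This is what lens RNA in the RPE samples would give. The number in the highest decile per array was 13, 14 and 1 on the 3 CH arrays, 11, 11 and 17 on the RPE arrays and 13, 11 and 13 on the PR arrays, so the signal was not confined to the RPE. The median log2(Cy5/Cy3) of the list was 3.95 on RPE replicate 3, 0.85 on RPE replicate 1 and 0.31 on RPE replicate 2, and -2.75 on CH replicate 3. All 17 of the 17 markers had their highest RPE level on RPE replicate 3, for which lens RNA in that sample is a candidate explanation. Without RPE replicate 3, 11 markers were in the highest decile. CRYGB moved from percentile 98.45 to 96.76 without it, CRYGC from 99.38 to 98.76 and LENEP from 94.52 to 90.07. In limma, 0 lens markers were called in either comparison, and 0 had an unadjusted p under 0.05. Expression of crystallins in the dissected layers themselves was not tested.

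Rod genes gave a high signal in the RPE samples too. All 13 rod markers were in the highest decile, between percentile 92.88 and 99.79, and all 13 were called lower in the RPE than in the PR. Rod RNA in the RPE samples would lower them all by a similar amount, and the SD of log2 RPE minus PR was 0.739 around a median of -3.40. On all 3 PR arrays, 6 of the markers were saturated, and the SD of the other 7 was 0.777. The study picked 6 rod markers for S1 Table. Of 7 cone markers, 3 were in the highest decile and all 7 were called lower than in the PR, and S1 Table holds all 7. Expression of rod genes in the RPE itself was not tested.

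Skeletal muscle and red blood cell genes were not higher in the CH than in the RPE. By limma, 0 of 8 skeletal muscle markers were called higher in the CH, with 1 at an unadjusted p under 0.05, and 0 of 5 red blood cell markers, with 0 at an unadjusted p under 0.05. This comparison leaves open RNA of either kind in the CH samples, since RNA present in both tissues cancels. On all 3 CH arrays, 7 of the 8 skeletal muscle markers and all 5 red blood cell markers were well above background. None of the 8 was in the highest decile of the RPE, and 1 was called higher in the RPE than in the PR. Of the 5, 3 were in the highest decile of the RPE, with Hba-a1 at percentile 99.05, and 1 was called higher than in the PR. No list shares a gene with another.

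For the other lists, values are given without an explanation. Of 6 Müller glia markers, 2 were in the highest decile, 1 was lower than in the CH (S1 Table holds 1) and 2 were higher than in the PR. Of 12 inner retina markers, 2 were in the highest decile, 2 were higher and 3 lower than in the PR, and S1 Table holds 3. Of 7 pigment cell markers, 5 were in the highest decile, 4 were lower than in the CH and 7 higher than in the PR, and S1 Table holds 2. Of 9 RPE markers, 8 were in the highest decile, 6 were higher than in the CH and 8 higher than in the PR, and Table 1 holds 3. Of 7 immune cell markers, 2 were in the highest decile and 3 were higher than in the PR. Of the 9 endothelium markers 4, and of the 8 fibroblast markers 6, were in the highest decile.

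The grouping of the arrays by tissue is not explained by slide. Arrays of one tissue on different slides lay 0.338 apart on average and arrays of different tissues on one slide 0.707. Tissue is the biological difference the design names.

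In the lowest decile of the RPE, 0.0507% of the probes were well above background on 2 or more of the 3 RPE arrays, which is what signal at the level of the background would give. Another 43.6% were well above background on 1 array, nearly all of them on RPE replicate 2 (43.3% of the decile), and 56.3% on none, so the explanation is open for the signals of that array. No biological explanation was tested. Of the 16 genes in both the highest and the lowest decile, 10 have one accession over their probes in these classes (9 over all their probes), which argues against different transcripts in the files' annotation as the explanation for most of them.

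RPE replicate 2 had more probes well above background (91.7%) than any other array. The SD of the Cy5 signal of its negative control spots was 47.7, smaller than on 7 of the other arrays and larger than on PR replicate 3 (38.8), which had a lower median signal (963 against 1534). Less spread of the background on that array therefore stays open. In Cy3, which holds the same reference on every array, its share was 89.9%, against between 69.3% and 73.7% on the other arrays. This argues against the RNA of that RPE sample as the whole cause. No biological explanation was tested directly.

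For probes over 4-fold different between tissues, the median difference of the Cy3 channel, which holds the same reference on every array, was between -0.27 and 0.05 at a mean log2 intensity of 8 to 16. At 16 to 20 it was -0.88 (RPE minus PR) for probes higher in the RPE than in the PR, 1.33 for probes higher in the PR, and 1.69 (RPE minus CH) for probes higher in the CH. Of the 14 signature genes that Table 1 does not hold, 7 have a probe saturated on every RPE array.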
